# Dysregulated palmitic acid metabolism promotes the formation of renal calcium-oxalate stones through ferroptosis induced by polyunsaturated fatty acids/phosphatidic acid

**DOI:** 10.1007/s00018-024-05145-y

**Published:** 2024-02-12

**Authors:** Rui Wang, Jingdong Zhang, Haotian Ren, Shiyong Qi, Linguo Xie, Haijie Xie, Zhiqun Shang, Chunyu Liu

**Keywords:** Renal calcium oxalate stone, Palmitic acid, Ferroptosis, Metabolism, Multiomics

## Abstract

The pathogenesis of renal calcium-oxalate (CaOx) stones is complex and influenced by various metabolic factors. In parallel, palmitic acid (PA) has been identified as an upregulated lipid metabolite in the urine and serum of patients with renal CaOx stones via untargeted metabolomics. Thus, this study aimed to mechanistically assess whether PA is involved in stone formation. Lipidomics analysis of PA-treated renal tubular epithelial cells compared with the control samples revealed that α-linoleic acid and α-linolenic acid were desaturated and elongated, resulting in the formation of downstream polyunsaturated fatty acids (PUFAs). In correlation, the levels of fatty acid desaturase 1 and 2 (FADS1 and FADS2) and peroxisome proliferator-activated receptor α (PPARα) in these cells treated with PA were increased relative to the control levels, suggesting that PA-induced upregulation of PPARα, which in turn upregulated these two enzymes, forming the observed PUFAs. Lipid peroxidation occurred in these downstream PUFAs under oxidative stress and Fenton Reaction. Furthermore, transcriptomics analysis revealed significant changes in the expression levels of ferroptosis-related genes in PA-treated renal tubular epithelial cells, induced by PUFA peroxides. In addition, phosphatidyl ethanolamine binding protein 1 (PEBP1) formed a complex with 15-lipoxygenase (15-LO) to exacerbate PUFA peroxidation under protein kinase C ζ (PKC ζ) phosphorylation, and PKC ζ was activated by phosphatidic acid derived from PA. In conclusion, this study found that the formation of renal CaOx stones is promoted by ferroptosis of renal tubular epithelial cells resulting from PA-induced dysregulation of PUFA and phosphatidic acid metabolism, and PA can promote the renal adhesion and deposition of CaOx crystals by injuring renal tubular epithelial cells, consequently upregulating adhesion molecules. Accordingly, this study provides a new theoretical basis for understanding the correlation between fatty acid metabolism and the formation of renal CaOx stones, offering potential targets for clinical applications.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05145-y.

## Introduction

Urolithiasis is one of the most common urological diseases, and its incidence has exhibited rapid growth in recent years. Annual new incidence of kidney stones is approximately 100–400/10^5^ in Europe, 1-19.1% in Asia, and 5.8% in China [1–3]. In addition, the substantial recurrence rates of urolithiasis ranging from 6 to 23% within the first year post-treatment and surging to 50% after a five-year interval, present a significant treatment challenge [4, 5]. Urolithiasis can be categorized into two principal types-calcium stones and non-calcium stones, with calcium oxalate (CaOx) stones constituting the majority and accounting for 65–80% of cases [5, 6].

The etiology and pathogenesis of renal CaOx stones are complex and unclear, and many factors are involved, including metabolic, genetic, environmental factors (such as the geographical region, climate, occupation, and diet), and local factors in the urinary tract (such as anatomical abnormalities, infection, obstruction, and foreign bodies). At present, effective and accurate preventive and therapeutic strategies for CaOx stones are still lacking.

Recent reports suggest that urolithiasis, as a systemic disorder, is closely related to metabolic syndrome (MS) [7, 8]. MS is associated with various metabolic disorders, including obesity (mainly abdominal obesity), fasting and postprandial hyperglycemia, hypertension, and dyslipidemia. In our previous report, the proportion of patients diagnosed with MS among urolithiasis patients was estimated at 29.9% (272/910) [9].

Studies have revealed that dyslipidemia is an independent risk factor for the formation of urinary calculi. In a retrospective study involving 52,184 patients, abnormal levels of blood lipids were found to correlate with an increased risk of kidney stones (hazard ratio, 2.2; 95% confidence interval,1.9–2.5; *p* < 0.001) [10]. Additionally, in our previous study, the proportion of patients accompanied by dyslipidemia among urolithiasis patients was estimated at 61.8% (562/910) [9]. This rate is much higher than the overall incidence of dyslipidemia in Chinese adults (≥ 35 years old), which stands at 34.7%. Although the correlation between dyslipidemia and the incidence of urolithiasis has become evident, the precise mechanism whereby dyslipidemia influences stone formation remains unclear.

Free fatty acids (FFAs), which encompass saturated fatty acids (SFAs), monounsaturated fatty acids (MUFAs), and ω 6- and ω 3-polyunsaturated fatty acids (PUFAs), are intermediate factors in lipid metabolism. Pathological upregulation of serum FFAs can stimulate oxidative stress, induce excessive cellular release of reactive oxygen species (ROS), and damage renal tubular cells [11, 12]. Mitochondrial flavoprotein long-chain acyl-CoA dehydrogenase can catalyze the mitochondrial FA oxidation and directly produce H_2_O_2_ in diseased kidneys [13]. Injury to renal tubular epithelial cells is considered an important cause of renal stone formation. Such injuries cause changes in the membrane structure and adhesion properties of these cells, thereby promoting the deposition of stone crystals [14].

Previously, to reveal the metabolic differences between patients with renal CaOx stones and healthy people, nontargeted metabolomics has been performed on urine samples from these individuals. Consequently, palmitic acid (PA), which is a major SFA, has been found significantly increased in the urine of these patients [15]. However, whether PA is involved in the formation of renal CaOx stones is unclear. Thus, this study aimed to mechanistically assess for such an involvement.

## Methods and materials

### Ethical statement

This study was pre-approved by the Ethics Committee of the Second Hospital of Tianjin Medical University (No. KY2022K060). All participants were informed of the study and signed the study consent form for the collection and analysis of their urine, serum, and stone samples.

### Human urine and serum samples

Urine samples were collected from 137 patients with renal CaOx stones and 103 healthy controls. In our previous study, we conducted untargeted metabolomics on these urine samples and presented the discovery of PA as a notably differential metabolite in patients with renal CaOx stones [15]. Among these 137 patients, 82 and 55 patients were new-onset and relapse cases, respectively. The clinical characteristics of these patients and healthy controls are presented in Table S1.

Additionally, in this study, serum samples were obtained from 33 new-onset patients, 32 relapsed patients, and 20 healthy controls to assess whether serum PA level was also higher in patients with renal CaOx stones than in healthy individuals. These serum samples were collected after an overnight fast and stored at -80 ℃. The baseline features of each group are summarized in Table S2. Patients diagnosed with secondary causes of urolithiasis, monogenic-induced nephrolithiasis, renal dysfunction, urinary tract infection, liver disease, parathyroid dysfunction, anemia, cancer, congenital renal or urinary tract anomalies, or pregnancy were excluded from the study.

### Animal experiments

Animal experiments were conducted following the approval and protocol of the Second Hospital of Tianjin Medical University and the Declaration of Helsinki. Wild-type male mice, aged 8 weeks and weighing 22–24 g, were obtained from SPF Biotechnology (SCXK 2019-0010), and then randomly assigned to the PA-treated and untreated group. To induce renal injury by using PA, mice were placed on a regular diet containing 7.5% PA (H8780, Solarbio) by weight for 20 weeks. The diet composition was formulated based on our preliminary experiments and previous reports [16–18]. The control group was fed a regular diet. After the 20-week period, all the mice were sacrificed, and blood samples (> 0.5 mL each) were collected through cardiac puncture and put into 1.5 ml tubes with heparin. Additionally, their kidneys were harvested.

Via renal histological analysis and continuous monitoring of renal function, the above-mentioned regimen was verified to induce injury to renal tubular epithelial cells of these mice fed with PA. Then, mice in each group were subjected to daily intraperitoneal injections of glyoxylic acid (Gly) (G10601, Sigma, 80 mg/kg dissolved in sterile saline) to establish the model of renal CaOx stones [19, 20].

Within the 20 weeks of feeding with PA, ferrostatin-1 (Fer-1) (HY 100,579, MCE, 2 mg/kg dissolved in 5% DMSO and then diluted in sterile saline), ζ-Stat (HY-123,979, MCE, 1 mg/kg dissolved in sterile saline) and GW6471 (HY-114,263, MCE, 10 mg/kg dissolved in 5% DMSO diluted in sterile saline) were administered daily via intraperitoneal injections starting from the 16th week until the establishment of the renal CaOx stone model. The corresponding control groups received an equivalent volume of sterile saline or DMSO (< 5%).

### Cell experiments

HK-2 human renal tubular epithelial cells were purchased from the American Type Culture Collection and maintained in DMEM/F-12 containing 10% fetal bovine serum (Gibco) at 37 ℃ with 5% CO_2_. To induce cell injury, they were plated in 96-well plates and then treated with PA (P0500, Sigma) (IC50 estimated at approximately 400 µM) for 24 h. Afterward, their viability was assessed using the MTT assay (0.5 mg/ml) (M5655, Sigma) according to the instructions of the manufacturer. For cell experiments, such as the extraction of mRNA or proteins, HK-2 cells were seeded at a density of 2 × 10^5^ cells/well in a 6-well plate.

### Immunohistochemistry

Formalin-fixed paraffin-embedded sections of 5 μm thickness were used. After deparaffinization, rehydration, and heat-mediated antigen retrieval by using 10 mM sodium citrate, endogenous peroxidase activity was blocked using 3% hydrogen peroxide. Then the sections were incubated overnight at 4 °C with appropriately diluted primary antibodies, followed by incubation with a horseradish peroxidase (HRP)-conjugated secondary antibody (PV-6000, Zsbio). A DAB kit (ZLI-9018, Zsbio) was used for visualization, following the instructions of the manufacturer. The antibodies used are presented in Table S3.

### Immunocytofluorescence

HK-2 cells were seeded into 12-well glass plates at a density of 30,000/well. After they were fixed at room temperature for 30 min by using 4% paraformaldehyde and then permeabilized using 0.1% Triton-100 for 15 min. Afterward, the cells were subjected to immunofluorescence staining. For dual renal immunofluorescence staining for phosphatidyl ethanolamine binding protein 1 (PEBP1) and 15-lipoxygenase (15-LO), kidney sections were subjected to antigen retrieval and then incubated overnight at 4 ℃ with primary antibodies against these proteins, followed by incubation with goat anti-mouse and anti-rabbit secondary antibodies (Table S3).

### Hematoxylin and eosin (HE), periodic acid-Schiff (PAS), and Von Kossa staining

Kidney sections were subjected to HE staining to assess the injury to the renal tubular epithelial cells. To observe the structural changes in the epithelium and brush border of renal tubules, a PAS assay kit (G1280, Solarbio) was used according to the instructions of the manufacturer. For quantitative analysis of CaOx crystal deposition, a Von Kossa kit (150,687, Abcam) was used according to the instructions.

### Monitoring of serum creatinine (scr) and blood urea nitrogen (BUN) levels of mice

To monitor the changes in the renal function of mice fed with PA, Scr and BUN assay kits (AS0174 and AS0172, SAB) were used according to the instructions of the manufacturers. For these assessments, blood was collected from mice at 5, 10, 15, and 20 weeks.

### Enzyme-linked immunosorbent assay (ELISA)

ELISA kits were adopted to measure the levels of PA (69-26485, Mskbio), hyaluronic acid (HA) (69-22935, Mskbio), phosphatidic acid (69-99778, Mskbio), and arachidonic acid (AA) (69-10011, Mskbio) following the instructions.

### RNA-sequencing

To examine the effect of PA on gene transcription, three paired and biologically duplicated HK-2 cell samples that were PA-treated or untreated were collected. The total RNA of each sample was extracted with TRIzol (15,596,026, Invitrogen), and then subjected to RNA high-throughput sequencing by Cloud-Seq Biotech. Briefly, RNA libraries were constructed and library sequencing was then performed on an Illumina Novaseq 6000 instrument by using 150 cycles. High-quality clean reads were aligned to the reference genome (UCSC HG19). Subsequently, guided by the Ensembl GTF-gene annotation file, the Cuffdiff software (a component of Cufflinks) was used to derive gene-level FPKM values, representing the mRNA levels. Differential mRNA levels were identified based on fold change (FC ≥ 2) and a significance threshold of *p* < 0.05. Accordingly, 797 and 469 genes were upregulated and downregulated in PA-treated HK-2 cells, respectively. 

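Among mRNA levels in HK-2 cells treated with PA for 24 h, ATF3 and IL6 showed the largest rises on the log2(FPKM + 1) scale, and TGM2 and THBS1 were among the largest falls. ATF3, a stress-induced transcription factor (ENSG00000162772, chromosome 1 of hg19 from 212738676 to 212794119), had 2.35 ± 0.754 FPKM (mean ± SD, n = 3) in control cells and 128 ± 10.4 FPKM (n = 3) in PA-treated cells, a log2 change of 5.28 (standard error 0.18, adjusted p = 5.4e-07 from limma). IL6, a proinflammatory cytokine, went from 18.4 ± 3.34 to 447 ± 21.4 FPKM (log2 change 4.54, adjusted p = 1.95e-07 from limma). TGM2, a transglutaminase that crosslinks proteins, went from 289.5 ± 12.7 to 51.6 ± 2.26 FPKM (log2 change −2.47, adjusted p = 3.89e-07 from limma). THBS1, which encodes the matrix glycoprotein thrombospondin 1, went from 231 ± 3.41 to 48.0 ± 4.57 FPKM (log2 change −2.25, adjusted p = 1.2e-06 from limma).

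The other genes among the 12 largest rises on that scale were LCN2, an iron-binding protein secreted by injured tubules (log2 change 4.23), DDIT4, an inhibitor of mTORC1 (4.14), DDIT3, the transcription factor CHOP (4.09), HERPUD1 (4.06), LURAP1L (3.89), DNAJB9 (3.76), SAT1, MMP1 (3.45), NR4A2 (3.32) and WIPI1 (3.30), with adjusted p of at most 5.96e-05 from limma. The scale understates the rise of genes near 0 in control cells, such as MMP1, LCN2 and LURAP1L (at most 2, 3 and 6 reads in a control library), so that the order of the largest rises holds for this scale alone. Among the 12 largest falls were the histone gene HIST1H3J (log2 change −2.92), the keratin KRT7 (−2.29), ACYP1 (−2.25), LFNG (−2.16), FAM111B (−2.15), ID1 (−2.14), ELFN2 (−2.12) and the laminin receptor BCAM (−2.06), with adjusted p of at most 0.00419 from limma. SFTPC had 15 reads over the 3 control libraries and 0 over the 3 PA libraries, which makes it at least 2.83-fold lower in PA-treated cells against a floor of 3 reads over the group. Its call ended (adjusted p = 0.133 from edgeR) when the reads were thinned to the depth of the shallowest library, a setting chosen after the data were examined. HIST1H3J has near-identical copies in the genome that may share its reads.

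Of 11392 genes with a mean of at least 1 FPKM, 1782 were higher and 1788 were lower in PA-treated cells at an adjusted p under 0.05 from limma, together 31.3%, and 7822 did not pass the test. With a fold change of at least 2 and a p under 0.05, as the methods name them, 679 genes were upregulated and 429 downregulated in the same limma fit. The p was taken as unadjusted and the fold on the log2(FPKM + 1) scale. With the fold as the ratio of mean FPKM these numbers were 861 and 549. edgeR on the reads recovered from the deposited counts called 2914 genes higher and 2980 lower; 1698 and 1723 of these were also called by limma in that direction.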

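The largest coordinated rise was in mRNA of the endoplasmic reticulum (ER) folding machinery and of the ATF4 pathway, and the largest coordinated fall was in mRNA of DNA replication, histones and the cell cycle. Gene lists were fixed before the data were examined, and each was compared with all other genes by camera of limma. All 29 measured ER chaperones and factors of ER-associated degradation were higher (29 adjusted over the list alone, median log2 change 1.80, adjusted p = 1.95e-25 from camera of limma). HSPA5, the main ER chaperone (ENSG00000044574, chromosome 9 from 127997132 to 128003661), had 229.6 ± 6.49 FPKM in control cells and 2184 ± 47.1 FPKM in PA-treated cells (n = 3 each, log2 change 3.24, standard error 0.048), and HYOU1, another ER chaperone, had a log2 change of 2.53. Of 42 measured targets of ATF4, the transcription factor of the integrated stress response, 40 were higher, 1 was lower and 1 did not pass the test (40 and 1 adjusted over the list alone, median 1.50, adjusted p = 3.63e-28 from camera of limma). Among them SESN2, a stress-inducible regulator of mTORC1, had a log2 change of 3.12. The member that was lower was ATF5 (log2 change −1.28), and the one that did not pass the test was ALDH18A1 (0.086); both are named after their values were seen.

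NRF2 is the transcription factor of the antioxidant response. Of 27 measured NRF2 targets, 16 were higher, 1 was lower and 10 did not pass the test (16 and 2 adjusted over the list alone, 19 and 3 by edgeR, median 1.06, adjusted p = 5.54e-07 from camera of limma). With no expression minimum their median was 0.50 (adjusted p = 1.92e-06). Among them SQSTM1, which encodes the autophagy receptor p62, had a log2 change of 2.20 and UGDH 1.78. Of 23 genes of the cholesterol synthesis list, 13 were higher and 3 lower (14 and 3 adjusted over the list alone, median 0.53, adjusted p = 0.000781 from camera of limma, 0.114 with an estimated correlation), among them STARD4 (2.30), HSD17B7 (1.75) and MSMO1 (1.33). Of 26 genes of autophagy and the lysosome, 12 were higher and 2 lower (13 and 2 adjusted over the list alone, median 0.43, adjusted p = 0.000435 from camera of limma, 0.10 with an estimated correlation), with GABARAPL1 at 1.87 and MAP1LC3B at 1.64. Of 23 NF-κB and cytokine genes, 10 were higher and 4 lower (the same counts adjusted over the list alone, 12 and 6 by edgeR, median 0.36, adjusted p = 0.0232 from camera of limma, 0.137 with an estimated correlation). With no expression minimum their median was 0.15 (adjusted p = 0.0399). The chemokines CXCL2 (2.49), CCL20 (2.07) and IL8 (1.84) rose, and CXCL1, CXCL6, TNF and CSF2, named after their values were seen, fell by 0.72, 1.40, 1.29 and 1.28 on the log2 scale.

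Of 32 cell cycle genes, 30 were lower and none was higher by limma (31 lower adjusted over the list alone, median −0.82, adjusted p = 1.31e-17 from camera of limma). E2F1, a transcription factor of S-phase entry, had a log2 change of −1.96, the replicative helicase subunits MCM3 and MCM4 −1.89 and −1.76, and the ribonucleotide reductase subunit RRM2 −1.66. The members that did not pass were CDC6 (0.25), which edgeR called higher, and PLK1 (−0.39), which edgeR called lower, both named after their values were seen. Of 23 genes of the replication fork, 14 were lower and 9 did not pass the test (18 lower adjusted over the list alone, 23 by edgeR, median −1.07, adjusted p = 5.22e-09 from camera of limma), with GINS2 at −2.01 and LIG1, the replicative DNA ligase, at −1.80. Of 21 replication-dependent histone genes, whose near-identical copies may share reads, 19 were lower (19 adjusted over the list alone, median −1.01, adjusted p = 6.86e-12 from camera of limma, 0.0633 with an estimated correlation). Of 26 nuclear-encoded subunits of oxidative phosphorylation, 16 were lower and 10 did not pass the test (19 lower adjusted over the list alone, median −0.36, adjusted p = 2.47e-06 from camera of limma). Among the 32 lists tested, 19 passed with the preset correlation and 6 with an estimated one: the ER, ATF4, NRF2, cell cycle, replication fork and oxidative phosphorylation lists.

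**Figure D1:**
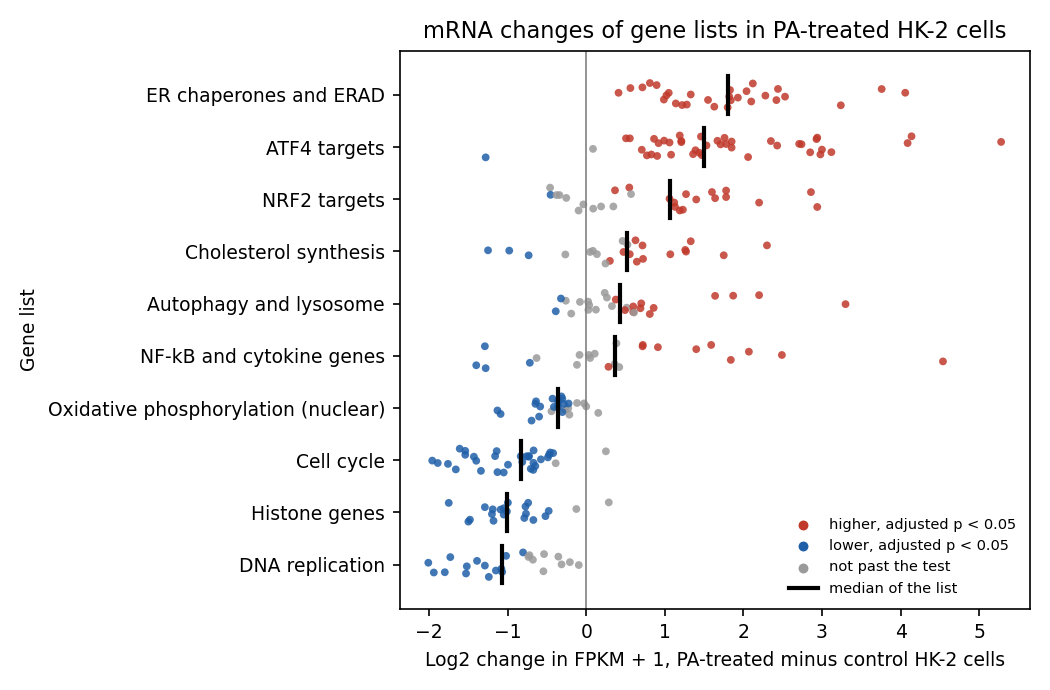
Log2 change in FPKM + 1 (horizontal axis, PA-treated minus control HK-2 cells, 3 libraries each) of every measured member of 10 gene lists (vertical axis). Each point is a gene, coloured by whether it was higher or lower at an adjusted p under 0.05 from limma or did not pass the test, and the black bar is the median of the list; every ER chaperone lies to the right of 0 (median 1.80), and 30 of the 32 cell cycle genes lie to the left of 0 as called genes (median −0.82).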

The dataset was deposited in the Gene Expression Omnibus under accession number GSE240279, as per NCBI guidelines.

### Quantitative reverse transcription–polymerase chain reaction (qRT-PCR)

Total RNA was extracted from cells by using the TRIzol reagent (15,596,026, Invitrogen), and then 5 µg of total RNA was reverse-transcribed in a 20 µL volume by using oligo dT primers and the Revertaid First-strand cDNA synthesis kit (K1622, ThermoFisher). The resulting cDNA was then subjected to PCR analysis by using the Applied Biosystems 7900 Real-Time PCR System (ThermoFisher) and the Faststart Universal SYBR green master mix (4,913,914,001, Roche). The relative expression levels of target genes were calculated using the 2-ΔΔ^Ct^ method. GAPDH was used as an internal control. The sequences of the primers used are shown in Table S4.

### Western blotting

HK-2 cells that were PA-treated or untreated were lysed using RIPA buffer (R0010, Solarbio) containing 1% cocktail proteinase inhibitors (78,441, ThermoFisher). Then, samples with equal amounts of protein (30 µg) were resolved using SDS-polyacrylamide gel electrophoresis (A1010, Solarbio) and transferred onto PVDF membranes (IPVH00010, Millipore). After blocking the membranes with 5% bovine serum albumin (BSA) (A8020, Solarbio), they were incubated with primary antibodies at 4 °C overnight. Afterward, the membranes were washed three times with Tris-buffered saline containing 0.05% Tween and then incubated with HRP-conjugated secondary antibodies (1:10,000 dilution) at room temperature for 1 h. Target bands were visualized using an ECL system (5200, Tanon). The expression levels of the target proteins were calculated using Image J based on the gray values of the corresponding bands. All the primary antibodies used are listed in Table S3.

### Assessment of cellular ROS, Fe^2+^, lipid ROS, glutathione (GSH), and 4-hydroxynonenal (4-HNE) levels, and the activity of glutathione peroxidase 4 (GPX4)

Cellular ROS levels were assessed using the 2′,7′-dichlorofluorescin diacetate probe (D6470, Solarbio). Cellular Fe^2+^ levels were measured using an iron assay kit (ab83366, Abcam) by following the instructions of the manufacturer. In this assay, Fe^2+^ reacts with an iron probe, forming a stable colored complex with a maximum absorption peak at 593 nm. Cellular glutathione levels were assessed using a GSH/GSSG ratio detection assay kit (ab138881, Abcam). This assay employs a proprietary non-fluorescent dye, which undergoes significant fluorescence upon reacting with GSH, with the absorbance measurements performed at 490/520 nm.

Cellular 4-HNE levels were measured using a lipid-peroxidation (4-HNE) assay kit (ab238538, Abcam). This kit measures the 4-HNE adducts in cell lysates by comparing the absorbance of the samples to a known 4-HNE-BSA standard curve. The GPX4 activity was evaluated using an HT glutathione peroxidase assay kit GPX4 activity (7512-100-K, Trevigen). To evaluate intracellular and membrane lipid ROS accumulation, cells were stained with BODIPY (581/591) c11 (D3861, Invitrogen). All the measurements were performed by following the instructions.

### Co-immunoprecipitation

Cells treated as indicated were collected and then lysed using 500 µL cell lysis buffer (88,804, ThermoFisher). Subsequently, 2–10 ug (per 500–1000 ug protein) of mouse anti-PEBP1 primary antibody (101,504, Santa Cruz) was added to the samples, followed by overnight incubation at 4 ℃. Next, 25 µL of pre-washed Protein A/G Magnetic Beads were introduced into the samples, which were then incubated at room temperature for 1 h. Afterward, the magnetic beads were isolated and washed. Then, 100 µL of elution buffer was added to the beads, and the mixture was shaken at room temperature for 10 min. Finally, the supernatants were collected to be analyzed via western blotting.

### Transmission electron microscopy

HK-2 cells treated as indicated were fixed at 4 ℃ for 2 h by using 2.5% glutaraldehyde. After the dehydration, permeabilization, embedding, and sectioning, mounting steps, the samples were analyzed by using a transmission electron microscope (SU8100, Hitachi).

### Lipidomics analysis

The medium- and long-chain FA (M/LCFA) profiles of PA-treated HK-2 cells were characterized via lipidomics analysis. To this end, 1 mL of a chloroform-methanol solution was added to the cell samples, followed by sonication for 30 min. Subsequently, 2 mL of a 1% sulfuric acid-methanol solution was introduced to the supernatant, which was then heated at 80 ℃ for 30 min. Afterward, 1 mL of n-hexane was added to extract the total lipid content of the sample. Then, 500 µL of the supernatant was combined with 25 µL of methyl n-nineteenth acid, serving as an internal standard. In the gas chromatography–mass spectrometry (GC-MS) analysis, an injection volume of 1 µL and a split ratio of 10:1 were used. The lipids were resolved using an Agilent DB-WAX capillary column (30 m×0.25 mm ID×0.25 μm) in a GC system. The initial temperature was set at 50 ℃ for 3 min, followed by an increase to 220 ℃ for 5 min at a rate of 10 ℃/min. Helium served as the carrier gas at a flow rate of 1 mL/min.

For quality control, each quality-control sample was randomly inserted to assess the stability of the mass-spectrometry separation and the reliability of the results. Mass spectrometry was performed using an Agilent 7890/5975c gas-mass spectrometer, with the sample-port, ion-source, and transmission-line temperatures set at 280, 230, and 250 °C, respectively, and the electron energy set as 70 eV. Peak areas and retention times were extracted using the MSD ChemStation software, and calibration curves were generated to calculate the concentrations of the M/LCFAs in the samples.

### Statistical analysis

SPSS 21.0 and GraphPad Prism 8.0 were used for data analysis and graph generation. Comparative analyses between groups were executed using either *t*-tests or ANOVA. A *p*-value < 0.05, based on a two-sided test, was considered to indicate statistically significant. All the experiments were independently repeated three times, yielding consistent results.

## Results

### PA was significantly upregulated in patients with renal CaOx stones

In our previous study, via metabolomics profiling and statistical analysis involving 137 patients with renal CaOx stones compared with 103 healthy controls (Fig. 1A), we identified PA as an upregulated metabolite in these patients [15]. Notably, PA was the sole upregulated fatty acyl compound with statistical significance (*p* < 0.05) (Fig. 1B) (Table S5). The concentration of PA was elevated in the urine of these patients (Fig. 1C). Although there was no significant difference in urine PA level between the new-onset patients and the controls (Fig. 1D), the relapse group exhibited higher PA levels than both the control and new-onset groups (Fig. 1D).

**Fig. 1:**
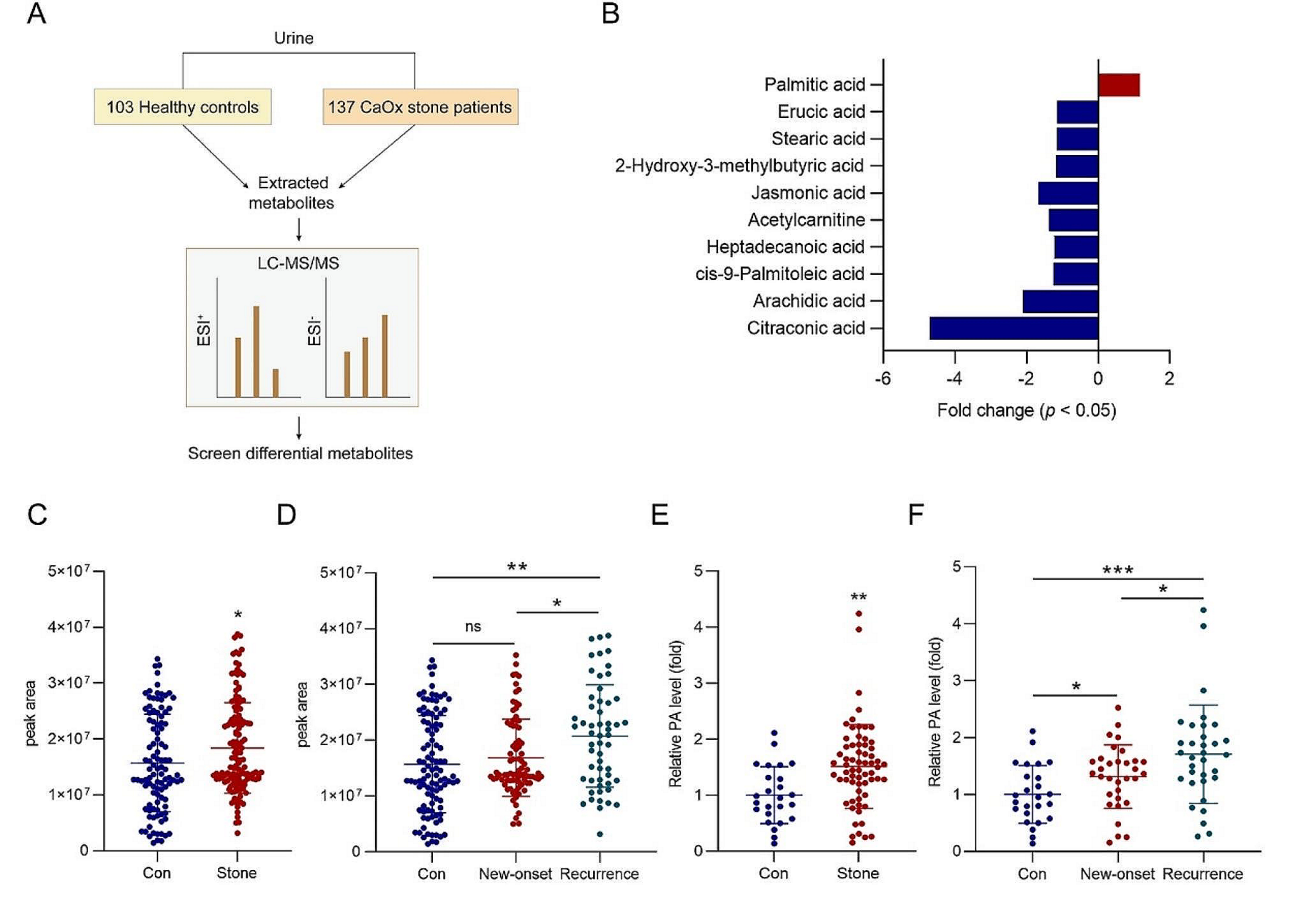
PA was increased in the urine and serum of patients with renal CaOx stones. **A** Schema of untargeted metabolomics was performed using the urine of 137 patients and 103 healthy controls. **B** PA was the only upregulated fatty acid with statistical significance (*p* < 0.05). **C** The concentration of PA in the urine of patients and the controls. **D** The comparison of PA levels in the urine between the new-onset and recurrent patients, and the controls. **E** The concentration of PA in the serum of the renal CaOx stone patients and the controls. **F** The comparison of PA level in the serum between new-onset and recurrent patients, and the controls. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001; ns not statistically significant

Furthermore, serum PA levels were also elevated in the patients compared with the control levels (Fig. 1E), with the highest levels observed in the relapse group (Fig. 1F). Interestingly, unlike the urine PA levels, serum PA levels were higher in the new-onset patients than in the controls (Fig. 1F). The identification of PA as a marker associated with the incidence and recurrence of renal CaOx stones underscores the need for further in-depth investigation.

### PA induced injury to renal tubular epithelial cells

Mice were fed a diet containing 7.5% PA for 20 weeks (Fig. 2A), during which no significant difference in mortality was observed among the two groups. However, kidneys from the PA group exhibited a paler and slightly edematous appearance (Fig. 2B). Additionally, the Scr and BUN levels in the PA group showed a gradual increase (Fig. 2C and D). Although there was no notable difference in body weight between the two groups (Fig. 2E), the kidney weights of the mice fed with PA were increased after 20 weeks (Fig. 2F). Notably, histological analysis revealed that the renal tubular cells of the PA-treated mice displayed severe injuries, characterized by cell swelling, marked vacuolation, cell exfoliation, and loss of the brush borders (Fig. 2G). Furthermore, kidney injury molecule 1 (KIM-1) protein, a specific biomarker for renal tubular injury, was significantly upregulated in the PA-treated mice, compared with the control levels (Fig. 2G).

**Fig. 2:**
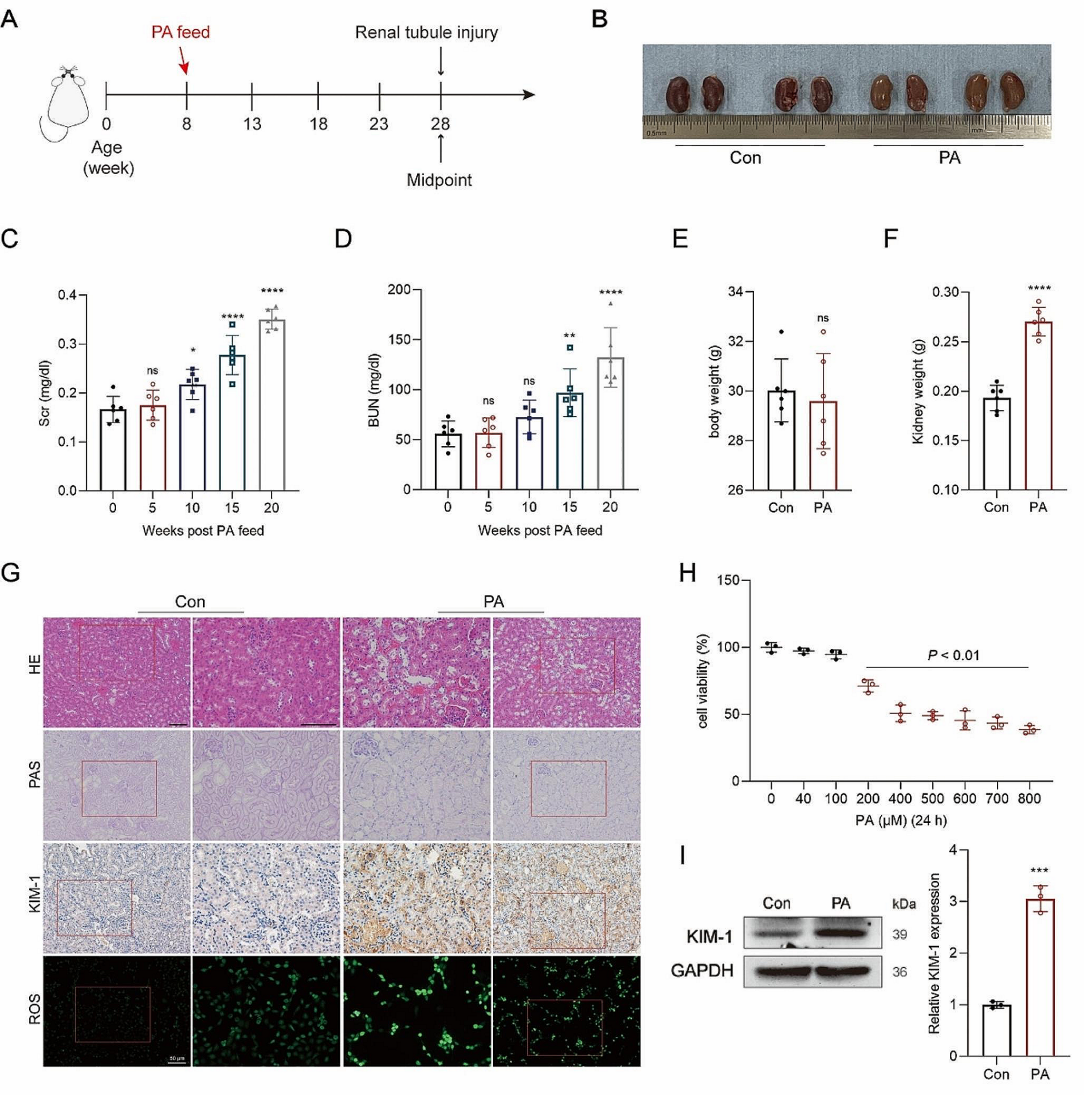
Injury of renal tubular epithelial cells was induced by PA. **A** Timeline of the mice feeding with PA and monitoring of renal tubular damage. **B** The appearance of mice kidneys from the PA group. **C-D** Changes in Scr and BUN of mice were measured dynamically. **E-F** Differences in body weight and kidney weight of the two groups. **G** HE and PAS staining were performed to observe the structural damage to renal tubular epithelial cells of the PA-treated mice, and KIM-1 level was detected by IHC; DCFH-DA probe was used to measure the levels of ROS in HK-2 cells, original magnification, 100×, scale bar, 50 μm. **H** Changes of cellular activity with gradient concentrations of PA. **I** The KIM-1 in HK-2 cells was detected by western blotting. ^*^p < 0.05, ^**^p < 0.01, ^****^p < 0.0001, ns not statistically significant, compared with the control. Scale bar for IHC, 100 μm

The IC50 of PA in HK-2 cells was estimated at approximately 400 µM via cell activity inhibition assay (Fig. 2H). Oxidative stress and excessive production of ROS were detected in PA-treated HK-2 cells (Fig. 2G). Numerous studies have highlighted the contributory role of ROS in the progression of kidney stones [21, 22]. Similarly, the addition of PA to the cell culture significantly upregulated KIM-1 (Fig. 2I). Taken together, these findings suggest that PA injures renal tubular epithelial cells.

### More CaOx crystals adhered to renal tubular epithelial cells upon the PA-induced injury

Following the confirmation of injury to renal tubular epithelial cells after the 20th week, Gly (80 mg/kg/d) was intraperitoneally injected to induce the formation of renal CaOx stone in the respective groups (Fig. 3A). As the damage progressed in HK-2 cells and renal tubules within the PA group, major adhesion molecules, including CD44, osteopontin (OPN), and hyaluronic acid (HA), were upregulated (Fig. 3B-D). Interestingly, several mice from the PA group unexpectedly died on the 5th day of the Gly administration. Consequently, the model-building timeframe was adjusted to 5 days, at which point the kidneys were harvested.

**Fig. 3:**
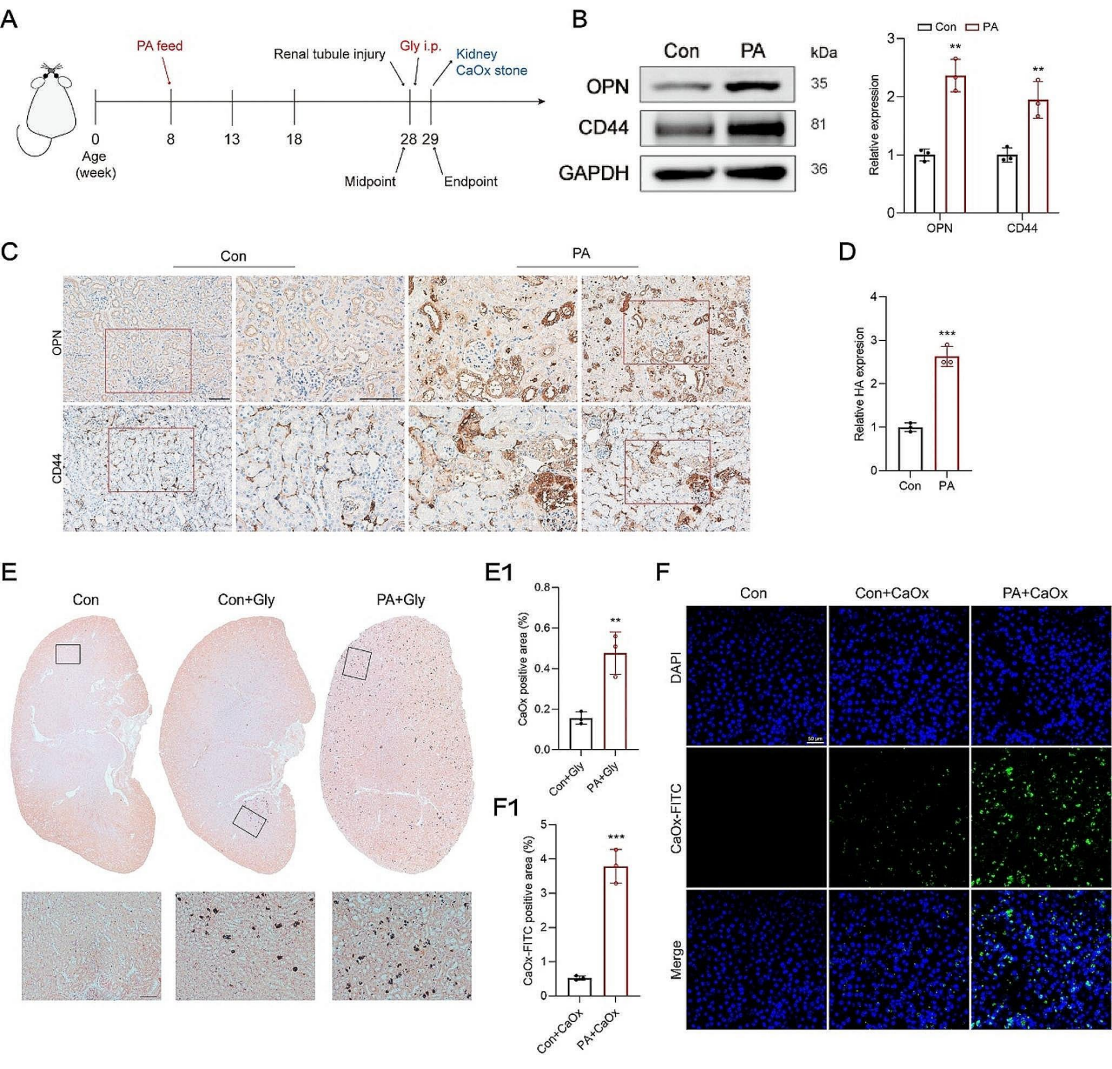
PA boosted adhesion molecule expression and promoted CaOx crystal deposition to renal tubular epithelial cells. **A** Timeline for inducing renal CaOx stone formation in the respective groups. **B-C** Western blotting and IHC were performed to measure the adhesion molecule levels of OPN and CD44 in HK-2 cells and renal tubules. **D** The level of hyaluronic acid (HA) in HK-2 cells was assayed. **E** and **E1** The deposition of CaOx crystals (dark brown) in the whole kidney was analyzed by Von Kossa staining. **F** and **F1** CaOx crystals-FITC (green) adhered to the HK-2 cell membranes were detected with fluorescence staining, original magnification, 100×, scale bar, 50 μm. ^**^p < 0.01, ^***^p < 0.001, compared with the control. Scale bar for IHC, 100 μm

More CaOx crystals were found deposited in the renal tubules of the PA-treated mice (Fig. 3E and E1). Notably, in contrast to previous studies reporting that CaOx crystals were predominantly located at the junction between the renal cortex and medulla [23, 24], we detected widespread deposition of CaOx crystals throughout the entire kidneys in the PA group (Fig. 3E).

Similarly, in HK-2 cells, more FITC-labeled CaOx crystals adhered to the cell membranes following PA treatment compared with the control level (Fig. 3F and F1). These results indicate that PA can promote renal deposition of CaOx crystals by injuring renal tubular epithelial cells.

### PA activated peroxisome proliferator-activated receptor α (PPARα), which in turn upregulated FA desaturase 1 and 2 (FADS1/2) to enhance PUFA synthesis

Acting as a central player in intracellular FA metabolism, PA undergoes several significant metabolic transformations, including glyceride synthesis, desaturation, and β-oxidation (Fig. 4A). Following the PA treatment, a comprehensive shift was observed in the levels of enzymes associated with PA metabolism in both HK-2 cells and mice kidneys. Specifically, long-chain acyl-CoA synthetase 1 (ACSL1), the initiating enzyme in β-oxidation, was activated, and diglycerol acyltransferase 1 (DGAT1) was upregulated. Conversely, the activity of stearoyl-coenzyme A desaturase 1 (SCD1), a principal Δ9 desaturase involved in MUFA desaturation, was suppressed (Fig. 4B, B1 and C). In contrast, Δ5 and Δ6 desaturases, namely FADS1 and FADS2, which are pivotal in the synthesis of ω-3 and ω-6 PUFAs, were upregulated (Fig. 4B, B1 and D). Additionally, two enzymes responsible for very long-chain FA elongation, ELOVL2 and ELOVL5, were also activated (Fig. 4B, B1 and C). These changes in PA metabolism predominantly correlated with increased β-oxidation, glyceride synthesis, and PUFA metabolism, as well as diminished MUFA desaturation.

**Fig. 4:**
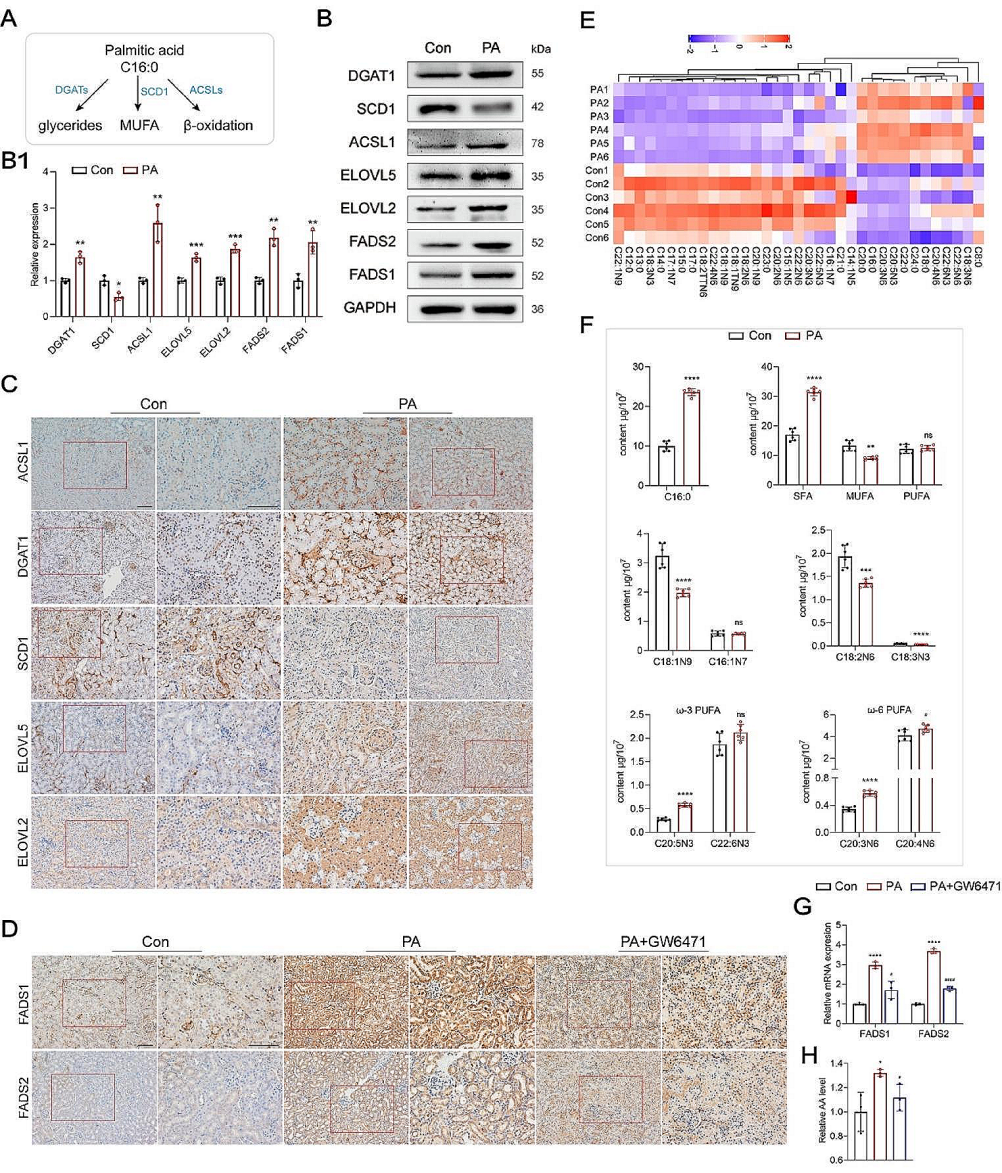
PPARα activated by PA enhanced FADS1/2 expression to upregulate PUFA synthesis. **A** Overview of the metabolic transformations of PA. **B and B1** The levels of enzymes associated with PA metabolism were evaluated by western blotting in HK-2 cells. **C** The expression of enzymes associated with PA metabolism in renal tubules was detected by IHC. **D** The FADS1/2 levels were measured in renal tubules. **E-F** Heatmap and the levels of most M/LCFAs in the PA-treated HK-2 cells via lipidomics. **G** The mRNA expression of FADS1/2 in HK-2 cells was determined by qPCR. **H** The concentration of AA in HK-2 cells was detected by the Elisa kit. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, ns not statistically significant, compared with the control; ^#^*p* < 0.05, ^####^*p* < 0.0001, compared with the PA group. Scale bar for IHC, 100 μm

Untargeted lipidomics analysis was employed to detect alterations in M/LCFA levels following PA treatment. The relative standard deviation (RSD) values of the quality-control samples were consistently < 30%, indicating the high precision of the measurements (Fig. S1 A and B). The levels of most M/LCFAs in the PA-treated HK-2 cells were disrupted (Fig. 4E), and the cellular PA (C16:0) concentration was increased by 2.36 folds (Fig. 4F).

Following the PA treatment, the levels of total SFAs in HK-2 cells increased by 1.85 folds (Fig. 4F). However, the major MUFAs oleic acid (C18:1N9) and palmitoleic acid (C16:1N7) were downregulated due to the suppression of SCD1 (Fig. 4F). Notably, major downstream PUFAs, including arachidonic acid (AA, C20:4N6), eicosapentaenoic acid (EPA, C20:5N3), were upregulated, whereas essential α-linoleic acid (LA, C18:2N6) and α-linolenic acid (ALA, C18:3N3) were downregulated (Fig. 4F).

It is well-established that PA cannot be directly converted into PUFAs in humans. PUFAs are synthesized through the desaturation and elongation of the essential PUFAs, catalyzed by enzymes such as FADS1 and FADS2, which utilize precursors such as LA and ALA. Intriguingly, the levels of LA and ALA decreased following the PA treatment (Fig. 4F). This observation led to the hypothesis that PA metabolism may influence the expression of FADS1 and FADS2, subsequently promoting the synthesis of the downstream PUFAs derived from LA or ALA.

Our results from protein-protein-interaction (PPI) analysis suggested that FADS1/2 is regulated by PPARα (Fig. S1C), which is a critical regulatory factor in FFA metabolism [25], abundantly expressed in proximal tubular cells. Dietary FFAs, including PA, serve as natural ligands that activate PPARα [26]. We found that the FADS1 and FADS2 levels in the PA-treated HK-2 cells and mice kidneys that were pre-treated with the selective PPARα antagonist GW6471 were lower than those not pre-treated with GW6471 (Fig. 4D and G). Consequently, the levels of AA, the downstream PUFA, also decreased (Fig. 4H).

### PA enhanced PUFA peroxidation, which in turn induced ferroptosis of renal tubular epithelial cells

PUFAs are susceptible to oxidation, forming lipid peroxides via the Fenton Reaction when exposed to oxidative stress. This process leads to the increased production of a specific product, 4-HNE (Fig. 5A). It is well-established that lipid peroxidation of PUFAs is a prominent feature of ferroptosis. Transcriptomics analysis revealed notable alterations in the mRNA levels of many factors associated with the ferroptosis pathway (Fig. 5B). 

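RNA sequencing was carried out on 3 libraries of PA-treated HK-2 cells and 3 libraries of control cells. HK-2 is an immortalized line of human proximal tubular epithelial cells. PA, a saturated fatty acid, was given together with bovine serum albumin, and control cells were given the albumin alone; the cell experiments of the methods lasted 24 h. The paper calls the samples paired and biologically duplicated, and its statistics section states that the experiments were repeated independently 3 times, without saying whether the 3 libraries of a group are those repeats. If they are not, p-values measure only the spread between these samples, which may be technical. The libraries were made from total RNA after removal of ribosomal RNA and kept the strand. The authors trimmed the reads, aligned them with HISAT2 2.0.4 to hg19 and obtained FPKM (fragments scaled to transcript length and library size) per gene with Cuffdiff.

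The deposited table holds FPKM and scaled estimated counts of 20308 protein-coding genes, of which 5306 were at 0 in all 6 libraries. The scaled counts were estimated counts divided by 1 factor per library. Multiplied back, 92.1% of the 77562 values of at least 0.5 reads came within 0.1 of a whole read. The recovered totals were 3148206 to 3681300 reads (median 3478339) in control libraries and 1662123 to 2409478 (median 1757256) in PA libraries, on average 1.77 times as many in the controls, so that low mRNA levels are measured less precisely in PA-treated cells. Control libraries detected 13348 to 13459 genes and PA libraries 12907 to 13345. Within a group, every pair of libraries differed by more than the sampling noise (chi-square per gene 1.63 to 1.96), so that none was taken for a second copy of another.

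FPKM were compared on the log2(FPKM + 1) scale, which understates the change of genes near 0. Genes with a mean of at least 1 FPKM were tested with limma, without a term for pairs, and p-values were adjusted by Benjamini-Hochberg. Log2 changes are PA-treated minus control, with their standard errors. Gene lists were compared with all other tested genes by camera of limma, with a preset correlation of 0.01 between genes and with a correlation estimated per list.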

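Of the 41 genes of the ferroptosis pathway list, 33 reached a mean of 1 FPKM. Of these, 14 were higher in PA-treated HK-2 cells, 5 were lower and 14 did not pass the test (14 higher and 8 lower adjusted over the list alone). The 14 that were higher include cystine and glutathione genes (SLC7A11, SLC3A2, GCLC, GCLM), the heme oxygenase HMOX1, the ferritin chains FTH1 and FTL, SAT1, which acetylates polyamines, the zinc and iron importer SLC39A14, the prion protein gene PRNP and the autophagy protein gene MAP1LC3B. The 5 that were lower were the phospholipid hydroperoxidase GPX4, the transferrin receptor TFRC, the ferrireductase STEAP3, the iron chaperone PCBP2 and the mitochondrial channel VDAC3, the last one named after its values were seen. The largest rise was in SAT1 (ENSG00000130066, chromosome X of hg19 from 23801290 to 23804327), from 17.8 ± 4.63 FPKM in control cells (mean ± SD, n = 3) to 223 ± 9.52 FPKM in PA-treated cells (n = 3), with a log2 change of 3.61 (standard error 0.18, adjusted p = 3.69e-06 from limma).

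Further down, PRNP had a log2 change of 0.61 (standard error 0.072, adjusted p = 0.000394 from limma), and VDAC3 one of −0.52 (standard error 0.13, adjusted p = 0.015 from limma). ACSL4, which activates polyunsaturated fatty acids for membrane phospholipids, had 31.1 ± 1.62 FPKM in control cells and 37.2 ± 2.29 FPKM in PA-treated cells (log2 change 0.25, standard error 0.11, adjusted p = 0.117 from limma); edgeR (adjusted p = 0.0012) and DESeq2 (0.00585) on the recovered reads called it higher, and over all planned settings its adjusted p ranged from 0.0012 to 0.272. The lipoxygenase gene ALOX15 was listed at 0 in all 6 libraries. The median log2 change of the list was 0.26, above that of other genes (adjusted p = 0.000806 from camera of limma). With an estimated correlation its adjusted p was 0.10. Fig. 5B draws 26 of the 41 listed genes. Among the 9 measured members that it does not draw, 4 were higher and 1 was lower. From the transcriptomics of Fig. 5B, the paper states that the mRNA levels of many factors of the ferroptosis pathway were altered.

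**Figure D2:**
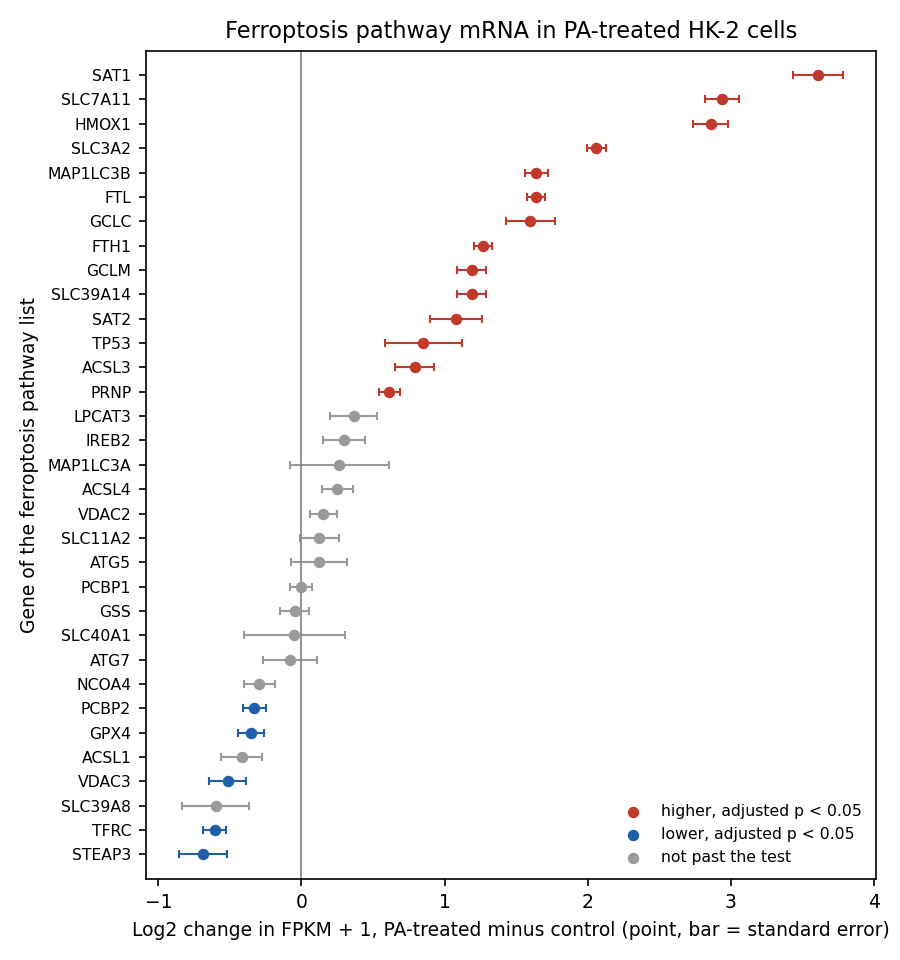
Log2 change in FPKM + 1 (horizontal axis, PA-treated minus control HK-2 cells, 3 libraries each) of the 33 measured ferroptosis pathway genes (vertical axis, sorted by change). Points are the changes and bars their standard errors, coloured by higher, lower or not past an adjusted p of 0.05 from limma; SAT1 lies highest at 3.61 and STEAP3 lowest.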

In corroboration, the mitochondria exhibited signs of atrophy and rounding, characterized by the disappearance of cristae and increased membrane density, as observed through transmission electron microscopy (Fig. 5C). Importantly, pretreatment with Fer-1 (2 µM) (Fig. S2A), a selective and efficient inhibitor of ferroptosis, mitigated these changes (Fig. 5A and C).

**Fig. 5:**
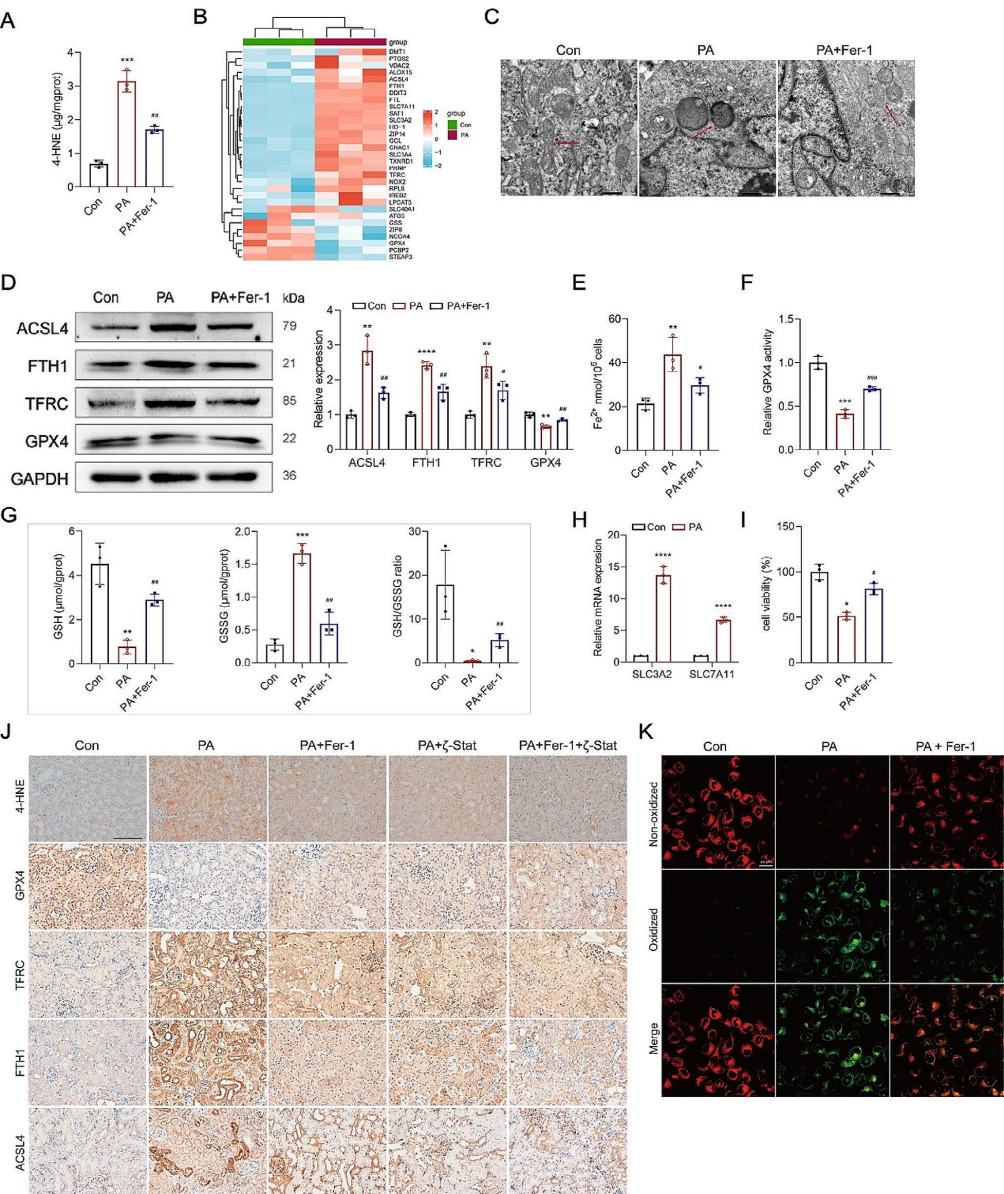
PA enhanced PUFA peroxidation to induce ferroptosis of renal tubular epithelial cells. **A** The level of lipid peroxide 4-HNE was upregulated in PA-treated HK-2 cells. **B** Heatmaps of the mRNA levels of genes related to the ferroptosis pathway were analyzed through transcriptomics. **C** changes in mitochondrial microstructure were observed through transmission electron microscopy, scale bar, 500 nm. **D** Western blotting was used to measure the protein levels of ACSL4, FTH1, TFRC, and GPX4 in HK-2 cells. **E-G** The concentration of Fe^2+^, GPX4 activity, and level of GSH, were detected in HK-2 cells. **H** The mRNA levels of SLC3A2 and SLC7A11 were detected in PA-treated HK-2 cells. **I** Cell activity was measured in PA-treated HK-2 cells. **J** The levels of 4-HNE, GPX4, TFRC, FTH1, and ACSL4 in renal tubules were evaluated by IHC. **K** Lipid peroxides in HK-2 cells were measured by BODIPY 581/591 C11 probe, original magnification, 250×, scale bar, 20 μm. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, compared with the control; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, compared with the PA group. Scale bar for IHC, 100 μm

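The ferritin genes FTH1 and FTL and the heme oxygenase gene HMOX1 rose in PA-treated HK-2 cells, and TFRC, the receptor for transferrin-bound iron, fell. FTH1, the ferritin heavy chain (ENSG00000167996, chromosome 11 of hg19 from 61727190 to 61735106), had 411 ± 18.1 FPKM in control cells (mean ± SD, n = 3) and 991 ± 59.9 FPKM in PA-treated cells (n = 3), a log2 change of 1.27 (standard error 0.062, adjusted p = 3.67e-06 from limma). FTL, the light chain, went from 509 ± 26.0 to 1596 ± 109 FPKM (log2 change 1.64, adjusted p = 1.04e-06 from limma); both ferritin genes have processed pseudogenes that may share their reads. HMOX1, the heme oxygenase that releases iron from heme (ENSG00000100292, chromosome 22 from 35776354 to 35790207), went from 32.2 ± 4.98 to 238 ± 14.0 FPKM (log2 change 2.86, adjusted p = 1.71e-06 from limma). The other heme oxygenase gene, HMOX2, named after its value was seen, had a log2 change of −0.02 (adjusted p = 0.917 from limma). TFRC (ENSG00000072274, chromosome 3 from 195739382 to 195809024) went from 129 ± 7.00 to 84.2 ± 4.00 FPKM, a log2 change of −0.61 (standard error 0.081, adjusted p = 0.000792 from limma).

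SLC39A14, an importer of zinc and non-transferrin-bound iron, had a log2 change of 1.19 (adjusted p = 6.76e-05 from limma). STEAP3, which reduces iron in endosomes, had a log2 change of −0.69 (adjusted p = 0.0137 from limma), and its call ended without control replicate 1 (0.0509) or control replicate 3 (0.0525). PCBP2, which delivers iron to ferritin, had a log2 change of −0.33 (adjusted p = 0.0134 from limma), and its call ended with quantile normalization (0.405) and with a constant prior (0.0868). NCOA4, the receptor that takes ferritin to lysosomes, had a log2 change of −0.29 (adjusted p = 0.0733 from limma); edgeR (0.00504), DESeq2 (0.0308), median centring (0.0359) and leaving out PA replicate 1 (0.0493) called it lower, in a range of 0.00504 to 0.188 over all planned settings. SLC11A2, the iron importer DMT1, had a log2 change of 0.13 (adjusted p = 0.529 from limma, 0.0224 from edgeR, and up to 0.829 in other planned settings). The exporter SLC40A1, at a mean of 1.29 FPKM in control cells and 1.23 FPKM in PA-treated cells, had a log2 change of −0.049 (standard error 0.35, adjusted p = 0.934 from limma), which ranged from −0.26 to 0.19 over planned settings. Of 20 measured genes of iron uptake, storage and export, 4 were higher, 3 were lower and 13 did not pass the test (4 and 3 adjusted over the list alone, 6 and 5 by edgeR). Their median log2 change was 0.017 (adjusted p = 0.43 from camera of limma, median −0.047 to 0.063 over planned settings), and 16 of the 25 listed genes are also in the ferroptosis pathway list.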

The expression levels of GPX4, transferrin receptor (TFRC), ferritin heavy chain 1 (FTH1), and acyl-CoA synthetase long-chain family member 4 (ACSL4), all of which are involved in the regulation of lipid or iron metabolism [27], were changed in the PA-treated renal tubules and HK-2 cells, and these changes could be ameliorated by Fer-1 pretreatment (Fig. 5D and J). Moreover, an overload of Fe^2+^ within the PA-treated HK-2 cells was observed (Fig. 5E), accompanied by a reduction in GPX4 activity (Fig. 5F) and GSH level (Fig. 5G), despite a significant upregulation of solute carrier family 3 member 2 (SLC3A2) and solute carrier family 7 member 11 (SLC7A11) (Fig. 5H) (Fig. S2D). These observations suggest that the system xc- is not constrained by PA. Fer-1 pre-treatment mitigated the reduction in GPX4 activity and GSH level (Fig. 5F and G), and the increase in Fe^2+^ level (Fig. 5E). In parallel, the cell viability was recovered (Fig. 5I). Notably, Fer-1 pre-treatment of HK-2 cells downregulated the PUFA peroxides in the membrane of PA-treated HK-2 cells, assessed using the Bodipy C11 fluorescence dye, lipid ROS generation was inhibited (Fig. 5K).

To evaluate the impact of ferroptosis on the expression of adhesion molecules, HK-2 cells were treated with 10 µM Erastin (Fig. S2B), a specific inducer of ferroptosis. The treated cells showed significant upregulation of OPN, CD44, and TFRC (Fig. S2C).

These findings underscore the involvement of the ferroptosis pathway in renal tubular injury and the expression of adhesion molecules.

### Phosphatidic acid derived from PA activated protein kinase C (PKC) ζ, which in turn promoted the formation of the PEBP1/15-LO complex to accelerate PUFA peroxidation

In the process of ferroptosis, lipid peroxidation is not solely catalyzed by Fe^2+^ but is also influenced by lipoxygenases (LOs) [28]. The formation of the PEBP1/15-LO complex, which significantly promotes the generation of PUFA peroxides, was observed [29]. However, it is important to note that PEBP1 is bound to RAF1 under physiological conditions and dissociates from RAF1 upon phosphorylation [29]. Our results from PPI analysis suggested that PEBP1 undergoes phosphorylation through interaction with PKC ζ (Fig. S3A) [30].

As an atypical subtype of protein kinase C, PKC ζ can be specifically activated by a limited number of second messengers, such as phosphatidic acid [31]. Interestingly, C16:0-CoA and glycerol-3-phosphate can be converted into lysophosphatidic acid (LPA) by glycerol-3-phosphate acetyltransferase 1 (GPAT1) (Fig. 6A and A1) (Fig S3C), and LPA can subsequently generate phosphatidic acid in HK-2 cells (Fig. 6B) [32].

**Fig. 6:**
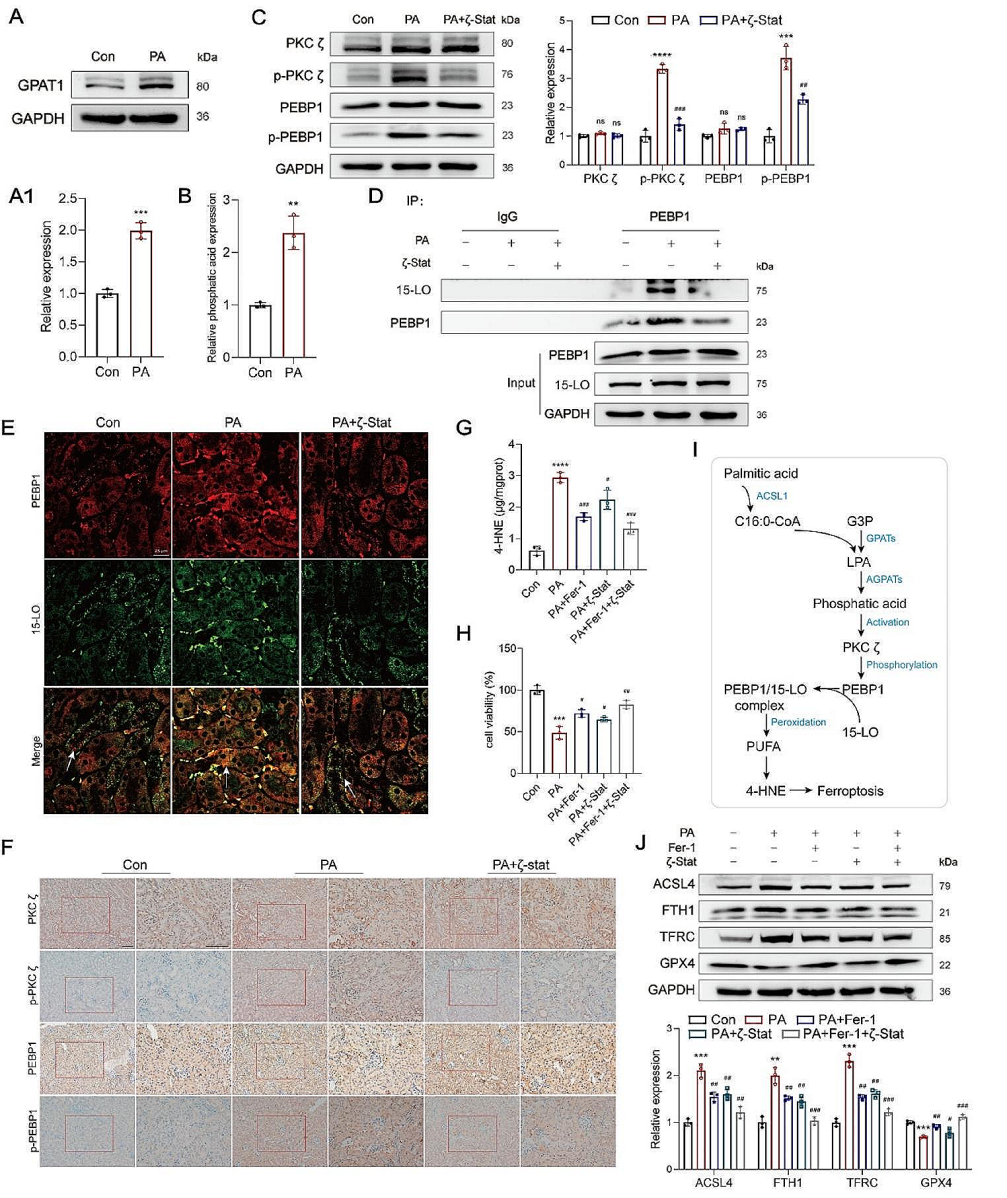
Phosphatidic acid increased by PA treatment activated PKC ζ to promote the formation of the PEBP1/15-LO complex, and accelerate PUFA peroxidation. **A** The GPAT1 level in PA-treated HK-2 cells was evaluated by western blotting. **B** The concentration of phosphatidic acid in PA-treated HK-2 cells. **C** Western blotting was performed to analyze the protein levels of PKC ζ, p-PKC ζ, PEBP1, and p-PEBP1. **D** PEBP1/15-LO complex in PA-treated HK-2 cells was detected in the CoIP experiment. **E** Immunofluorescence was used to confirm the formation of PEBP1 /15-LO complex in renal tubules, original magnification, 200×, scale bar, 25 μm. **F** The levels of PKC ζ, p-PKC ζ, PEBP1, and p-PEBP1 were measured by IHC in renal tubules. **G** The concentration of 4-HNE in PA-treated HK-2 cells after pre-treatment of Fer-1 or ζ-Stat. **H** Cell viability after Fer-1 or ζ-stat pretreatment in HK-2 cells was detected by MTT assay. **I** Hypothesis for the PUFA lipid peroxidation induced by PA promoting ferroptosis of renal tubular cells. **J** The levels of GPX4, TFRC, FTH1, and ACSL4 in HK-2 cells after pre-treatment of Fer-1 or ζ-Stat. ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, compared with the control; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, compared with the PA group. Scale bar for IHC, 100 μm

The increased phosphorylation of PKC ζ and PEBP1 correlated with elevated levels of phosphatidic acid in both HK-2 cells and renal tubules following PA treatment (Fig. 6C). Pre-treatment with 3 µM ζ-Stat (Fig S3B), a specific inhibitor of PKC ζ, reduced the PEBP1 phosphorylation by restraining the PKC ζ phosphorylation (Fig. 6C and F). Co-immunoprecipitation experiments showed that PEBP1 was disassociated from 15-LO upon ζ-Stat pre-treatment (Fig. 6D). Furthermore, PEBP1 and 15-LO proteins co-localized more in the renal tubules of PA-fed mice than in the controls, and this effect was suppressed by the ζ-Stat pretreatment (Fig. 6E). As the ζ-Stat pre-treatment inhibited the formation of the PEBP1/15-LO complex, PUFA peroxidation decreased, resulting in downregulation of 4-HNE (Fig. 6G). Therefore, it can be inferred that PKC ζ, activated by phosphatidic acid derived from PA, phosphorylates PEBP1 to promote PUFA peroxidation catalyzed by the PEBP1/15-LO complex (Fig. 6I). With the Fer-1 or ζ-Stat pre-treatment, the increase in the 4-HNE level was suppressed, cell viability was restored (Fig. 6H), and the levels of TFRC, FTH1, GPX4, and ACSL4 were recovered in both PA-treated HK-2 cells and the kidneys of PA-treated mice (Figs. 5J and 6J) (Fig S4).

In summary, these findings underscore that PA induces the formation of the PEBP1/15-LO complex, which in turn stimulates PUFA peroxidation and ferroptosis.

### Inhibition of PUFA peroxidation reduced renal deposition of CaOx crystals

The above findings showed that PA contributes to the formation of renal CaOx stones. As the PA-induced lipid peroxidation was alleviated by the Fer-1 or ζ-Stat pre-treatments, the PA-induced injury to renal tubular epithelial cells was alleviated and the viability of PA-treated HK-2 cells was restored (Fig. 6H). Furthermore, these pre-treatments suppressed the upregulation of KIM-1, OPN, CD44 proteins, and HA in HK-2 cells and the kidneys of mice treated with PA (Fig. 7A-C) (Fig S5). Importantly, the renal deposition of CaOx crystals was reduced (Fig. 7D and D1). Consistent with the in vivo results, the adhesion of CaOx crystals to the cell membrane was significantly suppressed in PA-treated HK-2 cells pre-treated with Fer-1 or ζ-Stat, compared with those that were not pre-treated (Fig. 7E and E1).

**Fig. 7:**
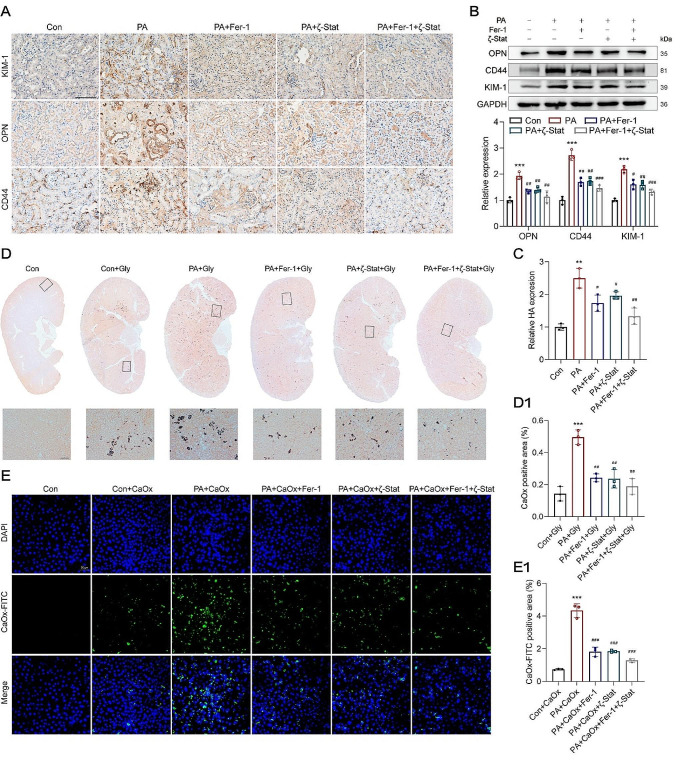
Inhibition of PUFA peroxidation reduced renal CaOx crystal deposition. **A-C** KIM-1, OPN, CD44 proteins, and HA in HK-2 cells and the kidneys of mice treated with PA were measured after pre-treatment of Fer-1 or ζ-Stat. **D** and **D1** Deposition of CaOx crystals (dark brown) in the whole kidneys was evaluated by Von Kossa staining. **E** and **E1** Fluorescence staining was performed to observe CaOx crystals-FITC (green) adhered to the HK-2 cell membranes, original magnification, 100×, scale bar, 50 μm. ^**^p < 0.01 compared with the control; ^#^*p* < 0.05, ^##^*p* < 0.01, compared with the PA group. Scale bar for IHC, 100 μm

## Discussion

Plasma FFAs constitute a vital energy reservoir and contribute to the intermediary factors in lipid metabolism. Notably, FFAs are recognized for their capacity to induce injury to renal tubular epithelial cells, primarily through their lipotoxic effects [11, 13, 33–35]. Via nontargeted metabonomics, PA has been found to be the only upregulated FA among all the FFAs between patients with renal CaOx stones and healthy controls.

Previous studies have reported that excessive PA can increase myocardial FFA uptake and lead to mitochondrial structural remodeling with a significant reduction in minimum diameter, accompanied by loss of the mitochondrial reticulum and increased mitochondrial fission [36]. PA has also been implicated in liver fibrosis and insulin resistance. It has been shown to interfere with nucleocytoplasmic transport and glucose-induced insulin secretion [37, 38]. However, the role of PA in the formation of renal CaOx stones remains unclear.

Injury to renal tubular epithelial cells is considered to be an important cause of the formation of renal stones [39]. Changes in cell-membrane structure and adhesion sites for stone crystals happened in damaged cells [40, 41]. The adhesion molecules, such as OPN, HA, sialoglycoprotein, fibronectin, and collagen, were increased in the injured cells [42]. In the study, the expression of adhesion molecules in renal tubular epithelial cells was increased after PA treatment. In addition, CaOx crystals were more susceptible to adhering to the membrane of damaged epithelial cells.

As the hub of intracellular FFA metabolism, PA metabolism encompasses three primary pathways, including β-oxidation, glyceride synthesis, and desaturation into MUFAs [43, 44]. Notably, the expression levels of genes implicated in these three pathways were significantly changed in PA-treated renal tubular epithelial cells. Consequently, there was an overall upregulation of SFAs, whereas the principal MUFAs, namely oleic acid and palmitoleic acid, were downregulated, as revealed by our non-targeted lipidomics analysis. Although the total PUFA levels did not exhibit significant changes after PA treatment, enzymes associated with PUFA metabolism were significantly upregulated. Additionally, downstream PUFAs, such as AA, EPA, and DHA, were all found to be upregulated.

As is well known, PA cannot be directly converted into PUFAs in humans. However, LC-PUFAs can derive from LA or ALA through a consecutive series of desaturation and chain-elongation reactions mediated by FADS1/2 and ELOVLs [45, 46]. We observed that the levels of the two essential PUFAs LA and ALA were reduced in PA-treated HK-2 cells, and this change was accompanied by an increase in downstream LC-PUFA levels. Therefore, in investigating the potential association between PA and the upregulation of FADS1/2, it was established that FADS1/2 can indeed be modulated by PPARα [47, 48], which serves as the native receptor for PA [49, 50]. In corroboration, we observed that the PA-induced FADS1/2 and AA upregulation in HK-2 cells was suppressed upon their pre-treatment with the PPARα antagonist GW6471. Although PPARα inhibition by GW6471 can decrease FADSs expression, it has not been considered a therapeutic target because of its multiple regulatory functions, including promoting fatty acid oxidation and mediating inflammatory responses [51].

PUFAs are considerably vulnerable to oxidation, leading to the formation of lipid peroxides. Supplying cells with PUFAs can improve their susceptibility to ferroptosis [52]. Upon activation of ACSL4, free PUFAs can be esterified and incorporated into membrane phospholipids, a process facilitated by LPCAT3 [53]. Among the phospholipids containing PUFAs, phosphatidylethanolamines (PEs) containing AA are the predominant substrates susceptible to peroxidation during the process of ferroptosis [54].

Our transcriptomics analysis in this study revealed changes in the expression levels of genes related to the ferroptosis pathway after PA addition. Moreover, mitochondria displayed characteristic manifestations commonly associated with ferroptosis. It was found that the expression and activity of GPX4 were decreased with GSH exhaustion in the PA-treated renal tubular epithelial cells. However system xc- was not inhibited, and SLC7A11 and SLC3A2 were always upregulated. Therefore, we inferred that the reduction in GPX4 activity is mainly caused by GSH depletion. It is noteworthy that the PA-induced injury to renal tubular epithelial cells was caused by dramatic peroxidation of PUFAs, as evidenced by the results from the Fer-1 pre-treatment.

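Several genes listed as suppressors of ferroptosis outside glutathione synthesis were higher in PA-treated HK-2 cells. TXNRD1, a thioredoxin reductase, had 301 ± 23.8 FPKM in control cells (mean ± SD, n = 3) and 658 ± 50.7 FPKM in PA-treated cells (n = 3), a log2 change of 1.12 (standard error 0.079, adjusted p = 2.22e-05 from limma). NFE2L2, which encodes NRF2, had a log2 change of 1.08 (adjusted p = 3.36e-05 from limma). The NRF2 target list also holds GCLC and GCLM, genes of glutathione synthesis, so that NRF2 is not confined to other routes. GCH1, the first enzyme of tetrahydrobiopterin synthesis, had a log2 change of 1.01 (adjusted p = 0.0171 from limma); its call ended without control replicate 2 (0.0609), control replicate 3 (0.0635) or PA replicate 1 (0.0528). Of 15 measured genes of this kind, 7 were higher, 1 was lower and 7 did not pass the test (7 and 1 adjusted over the list alone), and edgeR called 7 higher and 5 lower. The gene that was lower was PRDX1, a peroxiredoxin, with a log2 change of −0.45, named after its value was seen. The median of the list was 0.22 (adjusted p = 0.0807 from camera of limma, 0.187 with an estimated correlation). It was 0.097 without PA replicate 2 (0.0653), 0.33 without PA replicate 3 (0.0651) and 0.38 with a minimum of 5 FPKM (0.0516). With quantile normalization the list passed camera (0.0257). It also passed fry of limma (adjusted p = 0.000162), which does not compare a list with other genes.

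Among 17 enzymes of lipid peroxidation and of the incorporation of polyunsaturated fatty acids into phospholipids, 7 reached the expression minimum. Of these, 2 were higher, 1 was lower and 4 did not pass the test (2 and 1 adjusted over the list alone, median 0.25, adjusted p = 0.419 from camera of limma). POR, an electron donor of cytochrome P450 enzymes, had a log2 change of 0.74 (adjusted p = 0.0116 from limma; 0.48 with edgeR). PTGS2, which encodes cyclooxygenase-2, had 0.579 ± 0.169 FPKM in control cells and 3.47 ± 2.08 FPKM in PA-treated cells (log2 change 1.40, adjusted p = 0.022 from limma; 2.67 with edgeR). Its call ended without control replicate 1 (0.0558), 2 (0.0715) or 3 (0.0573) and without PA replicate 2 (0.0518) or 3 (0.0569). PEBP1, the partner of 15-lipoxygenase, had a log2 change of −0.44 (adjusted p = 0.00713 from limma). LPCAT3, which places polyunsaturated acyl chains into phospholipids, had a log2 change of 0.37 (standard error 0.17, adjusted p = 0.131 from limma, 0.0493 without PA replicate 3, and up to 0.56 in other planned settings).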

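Both subunits of system xc-, the cystine and glutamate exchanger, were higher in PA-treated HK-2 cells than in control cells, by more than the spread between replicates. SLC7A11, the transporting subunit (ENSG00000151012, chromosome 4 of hg19 from 139085251 to 139163503, minus strand), had 11.2 ± 1.35 FPKM in control cells (mean ± SD, n = 3) and 91.6 ± 0.980 FPKM in PA-treated cells (n = 3), a log2 change of 2.94 (standard error 0.12, adjusted p = 1.44e-06 from limma). SLC3A2, its heavy chain (ENSG00000168003, chromosome 11 from 62623476 to 62656352, plus strand), had 127 ± 2.89 FPKM in control cells and 536 ± 32.5 FPKM in PA-treated cells, a log2 change of 2.06 (standard error 0.066, adjusted p = 4.22e-07 from limma). Each of the 3 PA libraries lay above each of the 3 control libraries for both genes.

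Genes of glutathione synthesis and breakdown changed as well. GCLC and GCLM encode the subunits of glutamate-cysteine ligase, the rate-limiting enzyme of glutathione synthesis, and had log2 changes of 1.60 (standard error 0.17, adjusted p = 0.000224 from limma) and 1.19 (standard error 0.10, adjusted p = 6.53e-05 from limma). GSS, which encodes the following enzyme of the pathway, had 40.5 ± 2.53 FPKM in control cells and 39.2 ± 0.337 FPKM in PA-treated cells, a difference that did not pass the test (log2 change −0.048, standard error 0.10, adjusted p = 0.761 from limma). CHAC1, which degrades glutathione, went from 1.66 ± 0.735 to 16.3 ± 3.89 FPKM (log2 change 2.71, adjusted p = 0.000184 from limma). CTH, an enzyme that makes cysteine from methionine, had a log2 change of 1.78 (adjusted p = 0.00057 from limma). GPX4 (ENSG00000167468, chromosome 19 from 1103981 to 1106790) went from 265 ± 21.0 to 208 ± 20.4 FPKM, a log2 change of −0.35 (standard error 0.092, adjusted p = 0.0196 from limma). Its call ended with quantile normalization (log2 change −0.15, 0.222), with no expression minimum (0.0548), with a constant prior (0.09) and without control replicate 3 (0.0773).

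Of 21 measured genes of cystine uptake and glutathione metabolism, 9 were higher, 5 were lower and 7 did not pass the test (9 and 5 adjusted over the list alone). The other 4 that were lower were GPX1, CHAC2, GSTM3 and GSTP1, named after their values were seen. The median of the list was 0.35 (adjusted p = 0.0298 from camera of limma, 0.137 with an estimated correlation). Its call also ended without control replicate 2 (median 0.22, 0.0501), without PA replicate 1 (0.22, 0.0877), with no expression minimum (0.0633) and with a constant prior (0.0552).

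**Figure D3:**
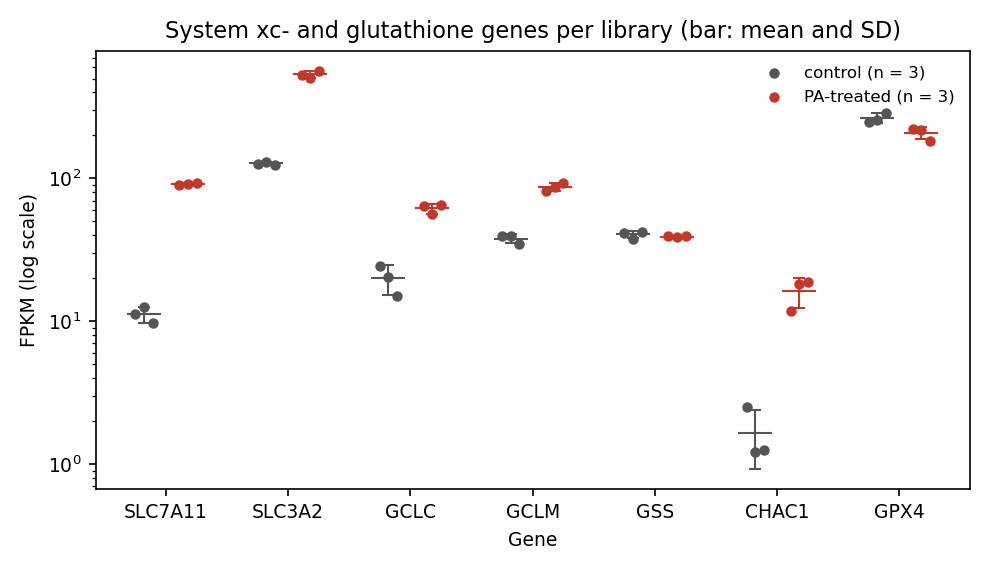
FPKM per library (vertical axis, log scale) of system xc- and glutathione genes (horizontal axis) in control and PA-treated HK-2 cells, 3 libraries each. Points are libraries, long bars the means and whiskers the SD; the PA libraries of SLC7A11, SLC3A2, GCLC, GCLM and CHAC1 lie above the control libraries, and those of GPX4 lie below them.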

PUFA peroxidation catalyzed by LOs is another form of ferroptosis in addition to the Fenton Reaction mediated by Fe^2+^ [55]. LOs are effective in the oxygenation of free PUFAs. 15-LO can catalyze the formation of pro-ferroptosis 15-OOH-eicosatetraenoic acid (HpETE), which includes AA. HpETE is subsequently esterified into PE, forming HpETE-PE. A previous study has shown that 15-LO can form a complex with PEBP1 to accelerate PUFA peroxidation [56]. However, the role of PA in the formation of the PEBP1/15-LO complex has remained unknown. PEBP1, also known as RAF1 kinase inhibitory protein (RKIP1), is bound to and inhibits the RAF1 kinase under physiological conditions. Phosphorylation of PEBP1 disrupts its association within this complex, allowing PEBP1 to interact with new partners, including 15-LO [57, 58]. Our PPI analysis revealed that PKC ζ was involved in PEBP1 phosphorylation [30]. We found that PKC ζ can induce PEBP1 phosphorylation, thereby facilitating the binding of PEBP1 to 15-LO. PKC ζ is an atypical PKC isoform and can be activated solely by specific second messengers, such as phosphatidic acid, as opposed to conventional second messengers, including diacylglycerol (DAG) and Ca^2+^ [30, 31]. Although phosphatidic acid is one of the intermediates in the synthesis of glycerides from PA, intracellular phosphatidic acid was upregulated in HK-2 cells upon PA treatment. This upregulation occurred through a consecutive series of catalytic reactions involving ACSL1 and GPAT1. Increased formation of the PEBP1/15-LO complex due to the activation of PKC ζ increased PUFA peroxidation, which in turn induced the ferroptosis of renal tubular epithelial cells.

Through the aforementioned experiments, we substantiated that PA, which is an SFA, upregulates PUFAs in renal tubular epithelial cells by activating PPARα. Additionally, PA promotes PUFA peroxidation by facilitating the interaction between PEBP1 and 15-LO via the activation of PKC ζ. Consequently, these processes induce ferroptosis in renal tubular cells and elevate the deposition of CaOx crystals on renal tubules due to the upregulation of adhesion molecules (Fig. 8).

In summary, our study shows that PA contributes to the formation of renal CaOx stones. Functioning as a pivotal instigator of ferroptosis by inducing downstream PUFA synthesis and peroxidation. PA causes injury to renal tubular epithelial cells and facilitates the formation of renal CaOx stones. These findings underscore the critical and intricate role of PA in nephrolithiasis.

**Fig. 8:**
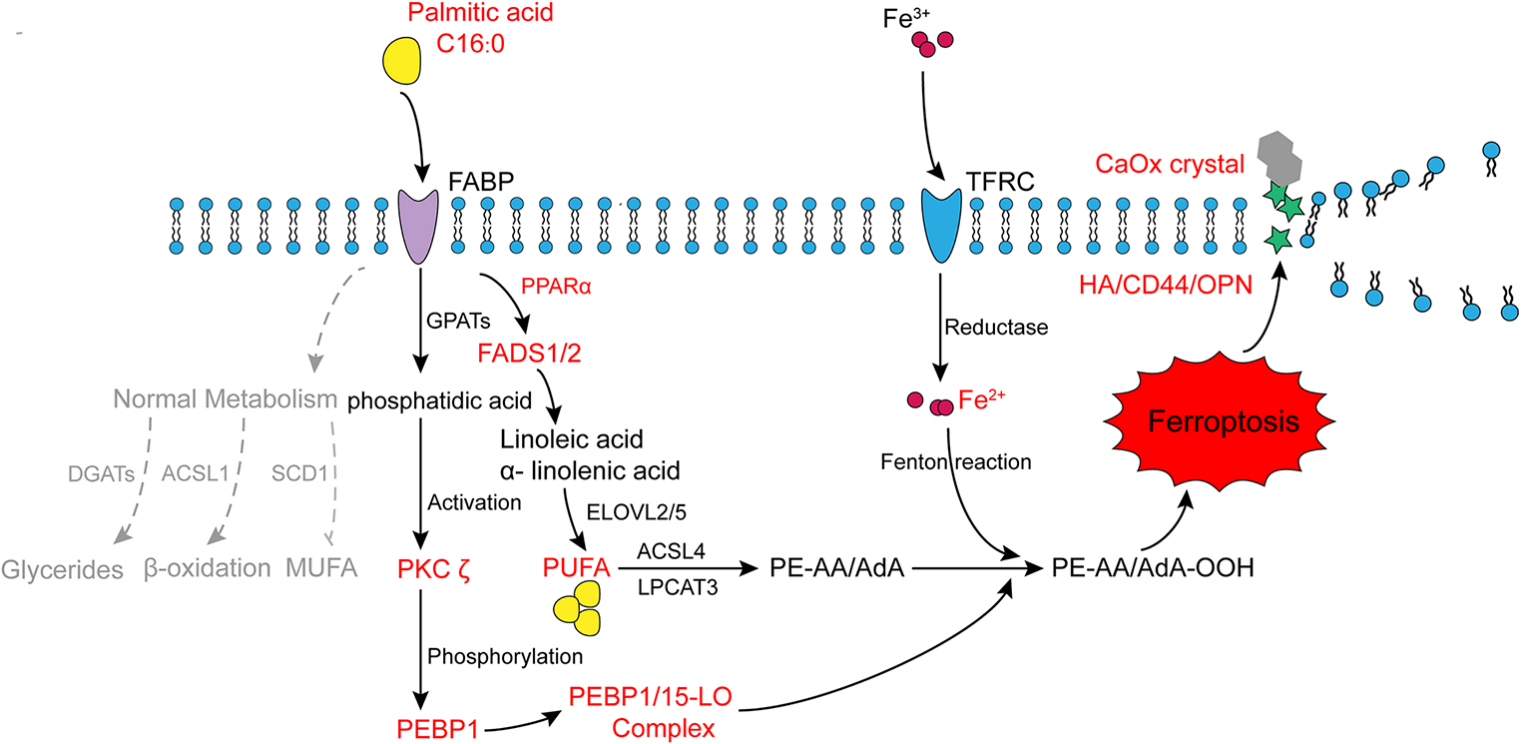
The graphical summary highlights the pathological role of PA in the formation of renal CaOx stones

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All data are available from the corresponding author upon reasonable request.

## Abbreviations

PA: Palmitic acid
CaOx: Calcium oxalate
MS: Metabolic syndrome
FFA: Free fatty acid
SFA: Saturated fatty acid
PAS: Periodic acid-schiff
Scr: Serum creatinine
AA: Arachidonic acid
M/LCFA: Medium- and long-chain fatty acid
Gly: Glyoxylic acid
LA: α-linoleic acid
ALA: a-linolenic acid
Fer-1: Ferrostatin-1

How the deposited data were processed for this re-analysis (not part of the article)

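Messenger RNA levels were analysed in 6 libraries of HK-2 cells, 3 of control cells and 3 of PA-treated cells, each after 24 h. The authors trimmed the reads with cutadapt 1.9.3 and aligned them with HISAT2 2.0.4 to hg19, as the submitters' processing notes give it, and the authors obtained gene-level FPKM with Cuffdiff and the Ensembl annotation, as the methods give it. The deposited table also holds an estimated count per gene and library, which had been divided by 1 factor per library. The table covers 20308 protein-coding genes. Cuffdiff's own p-values were not used here. Gene positions were taken from an annotation of the same genome build, since Cuffdiff merges overlapping genes into one locus (FADS1 and FADS2, for example). The main test, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 2 alternatives and a scale relative to GAPDH given as added.

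The factor of each library was found from its low values, which were whole multiples of 1 step. The steps lay between 0.8252 and 0.9644 in control libraries and between 1.2176 and 1.7657 in PA libraries. After multiplying back, 91.5% to 91.9% of values in control libraries and 92.1% to 92.8% in PA libraries came within 0.1 of a whole read. These estimated counts were rounded to whole reads before edgeR or DESeq2 was run. FPKM and the deposited estimated counts stood in 1 ratio per gene across libraries (0.997 to 1.003 of its median), so that both carry the same scaling between libraries. Since FPKM are the values that the methods name, limma on FPKM was kept as the main test, and the count tests serve as alternatives. A floor of 3 reads over a group was used where a gene had none, and it covers counting error only.

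FPKM were transformed to log2(FPKM + 1), genes with a mean of at least 1 FPKM over the 6 libraries were kept (11392 genes), and limma 3.58.1 was fitted with a prior that follows mean expression. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The counts of up- and downregulated genes used the thresholds of the methods, a fold change of at least 2 and a p under 0.05. The fold was taken on the log2(FPKM + 1) scale. Whether that p was adjusted is not given in the sources used here, and it was taken as unadjusted. Of 37 gene lists, the 32 with at least 5 measured members were tested with camera of limma at a preset correlation of 0.01, with p-values adjusted over the 32 lists. An estimated correlation and fry were run as alternatives. Of these 32 lists, 28 passed with fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes. The lists that did not pass fry were beta-oxidation, glycerolipid synthesis, the BCL2 family, and PKC zeta and PEBP1 signalling.

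The rule for named genes takes every gene that the paper names in its text or draws in Fig. 5B, the 12 largest rises and the 12 largest falls among genes called by limma and changed the same way in all 3 same-numbered pairs, and, for each list, the 4 called members with the largest change, 156 genes in all. A few of these genes are not reported here. A gene outside this rule is marked as named after its values were seen. Reads of histone genes, ribosomal proteins, metallothioneins, ferritins, HSPA8, HSP90AA1, HSPA1A and HSPA1B may be shared with near-identical copies or pseudogenes, and their values are uncertain for that reason.

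The alternatives were pseudocounts of 0.1 and 0.5 FPKM, no expression minimum and a minimum of 5 FPKM, median centring, quantile normalization, a term for the replicate number, a robust and a constant prior, each library left out in turn, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and for the thresholds of the methods an adjusted p and the ratio of mean FPKM. Reads thinned to 1662123 per library, the total of the shallowest library, and an estimated correlation with a constant prior were added later, as was the ratio of mean FPKM relative to GAPDH for genes that the paper measured by PCR. Correlations of log2 values were 0.974 to 0.976 within control libraries, 0.947 to 0.955 within PA libraries and 0.905 to 0.918 between groups, over 11392 genes, which are not independent replicates.

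The scripts were tested on simulated data with 3 libraries per group and 11392 genes. For limma, log2 values were drawn around the real gene means with each gene's real spread, without library depths. For edgeR and DESeq2, reads were drawn separately with the real means, spread and depths, so that recovery is not comparable between limma and these tools. Far fewer genes were changed than the 31.3% called in the data, so that the recovery rates need not hold there. For PA against control, limma recovered 23% of 61 genes changed 1.5-fold, 45.1% of 71 genes changed 2-fold and 79.4% of 68 genes changed 4-fold, with 8 calls among 11192 genes that were not changed. edgeR recovered 55.7%, 80.3% and 92.6% with 11 such calls, and DESeq2 42.6%, 73.2% and 85.3% with 0. Over 20 simulated datasets without changes and 32 lists each, camera made 1 call, and a list moved by 0.5 on the log2 scale was called. Genes were drawn independently there, so this cannot show how the preset correlation performs where genes of a list vary together. In the real data the estimated correlation reached 0.268, for mitochondrially encoded proteins. Analyses ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.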

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

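The thinning of reads to the shallowest library was chosen after the data were examined, and the other tests before their results were seen. The gene lists described here are of groups that the paper's text does not describe, though some share members with the ferroptosis list (6 of the NRF2 targets, 4 of the autophagy genes and 2 of the ATF4 targets). Each differed between PA-treated and control HK-2 cells by camera of limma at the preset correlation. With an estimated one, the ER, ATF4, NRF2, cell cycle, replication fork and oxidative phosphorylation lists passed and the others did not.

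ATF4 targets (median log2 change 1.50) and ER chaperones (1.80) rose together. The PA libraries held fewer reads. With every library thinned to the depth of the shallowest, edgeR called 69 of the 71 members higher and 1 lower, so that these calls do not need unequal read numbers. The median was 1.87 (lower quartile 1.08), against 1.85 in edgeR before thinning. Thinning leaves the expected change of a gene as it is, so this median does not test depth. Anything else that goes with the shallower PA libraries was not tested. Their median of 1.63 lay above all of 10000 random lists matched on transcript length, GC content and mean FPKM (percentile 100; random medians −0.364 to 0.186), which argues against these properties. A stress response of the ER to PA is left as a hypothesis, found and tested on the same 6 libraries.

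Cell cycle genes (median −0.82), genes of the replication fork (−1.07) and histone genes (−1.01; adjusted p = 0.0633 with an estimated correlation) fell together. After the same thinning edgeR called 73 of the 76 members lower and 1 higher, so that these calls do not need unequal read numbers either. The median was −0.97 (upper quartile −0.65), against −0.984 in edgeR before thinning, and for the same reason it does not test depth. Among the 64 members with a known length and GC content (84.2%), the median of −0.92 lay below all of 10000 matched random lists (percentile 0; random medians −0.375 to 0.196). Shared reads between histone copies stay open for that list, and a lower share of dividing cells and a lower expression per cell were not told apart by any test here.

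NRF2 targets had a median log2 change of 1.06 (0.50 with no expression minimum). With an estimated correlation the adjusted p was 0.114 for cholesterol synthesis (median 0.53), 0.10 for autophagy and lysosome (0.43) and 0.137 for NF-κB and cytokine genes (0.36, or 0.15 with no expression minimum). p53 targets had a median of 0.31 (adjusted p = 0.0264 from camera of limma, 0.262 with an estimated correlation), with 8 of 20 higher and 1 lower (8 and 1 adjusted over the list alone, 9 and 3 by edgeR), among them GADD45A (log2 change 2.20), CDKN1A (1.38) and TP53INP1 (1.20); without PA replicate 1 the median was 0.14 and the adjusted p 0.0533, and without control replicate 3 they were 0.19 and 0.0301. Heat shock genes had a median of −0.29 (adjusted p = 0.0171 from camera of limma, 0.141 with an estimated correlation), with 7 of 13 lower, such as HSP90AA1 (−1.10) and HSPA8 (−1.03), and 3 higher, among them BAG3 (0.79) and HSPA1B (0.95, whose call ended without control replicate 2, 0.0626, or 3, 0.054, and with no expression minimum, 0.064); counts adjusted over the list alone were the same. The call of the heat shock list ended with no expression minimum (0.0591), quantile normalization (median −0.19, 0.159) and a constant prior (0.0957).

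Cytoplasmic ribosomal proteins had a median of −0.17 (adjusted p = 1.06e-05 from camera of limma, 0.142 with an estimated correlation), with 16 of 36 lower and 1 higher (20 and 1 adjusted over the list alone), such as RPL6 (−0.64, or −0.41 with quantile normalization) and RPL7A (−0.63, or −0.34); with quantile normalization the median turned to 0.076 (adjusted p = 0.142). Mitochondrially encoded proteins had a median of −0.19 (adjusted p = 0.0232 from camera of limma, 0.37 with an estimated correlation), with 6 of 12 lower and 2 higher (8 and 2 adjusted over the list alone), and their median turned to 0.044 with quantile normalization (adjusted p = 0.946). Their call also ended with no expression minimum (0.0932), a constant prior (0.137) and without PA replicate 3 (0.0608). Within that list MT-ND4 had a log2 change of 1.08 (adjusted p = 0.00936 from limma, 0.0533 with no expression minimum), and MT-ATP6 one of −0.77 (adjusted p = 0.00362 from limma). Nuclear-encoded subunits of oxidative phosphorylation had a median of −0.36, with NDUFA9 at −1.13 and NDUFB3 at −1.09. Genes of epithelial to mesenchymal transition and matrix had a median of −0.35 (adjusted p = 0.0232 from camera of limma, 0.137 with an estimated correlation), with 7 of 16 lower and none higher by limma (7 adjusted over the list alone; edgeR called 8 lower and 3 higher), among them TGFBI (−1.73); the call ended without control replicate 1 (median −0.20, 0.0624) or 2 (−0.21, 0.0501), with no expression minimum (−0.088, 0.0757) and with quantile normalization (0.10). The median of that list was −0.18 without control replicate 3, −0.19 and −0.22 without PA replicates 1 and 2, −0.53 without PA replicate 3 and −0.65 with a minimum of 5 FPKM, where it passed.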

How the results depend on the processing

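Reads thinned to the shallowest library and an estimated correlation with a constant prior were chosen after the data were examined. Over all settings, counts of genes higher and lower ranged from 1287 to 2914 and from 1276 to 2980. Leaving out each library in turn gave 1287 to 1608 genes higher, 1276 to 1696 lower, 681 to 732 up and 420 to 536 down at the thresholds of the methods, and 17 to 19 gene lists. It gave medians of 0.22 to 0.35 for the ferroptosis list, 1.49 to 1.60 for ATF4 targets, 1.68 to 1.86 for ER chaperones, −0.86 to −0.82 for the cell cycle and −1.18 to −0.98 for the replication fork.

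edgeR on the recovered reads called 2914 genes higher and 2980 lower, over 1.5 times as many as limma; the cause was not tested. edgeR after thinning gave 2598 and 2610, and DESeq2 2402 and 2314. With an estimated correlation 6 gene lists passed in place of 19, and 6 also with a constant prior. The ferroptosis list, with a median of 0.26, then had adjusted p of 0.10 and 0.136 from camera of limma. The estimated correlation lay below the preset 0.01 for the cystine and glutathione (−0.0155), NF-κB (−0.0145) and matrix (−0.0309) lists, whose calls ended too. A higher correlation between genes therefore does not explain the loss of these calls. For the other lists that lost the call it lay above 0.01, though only at 0.0142 for ferroptosis. What else differs between the settings was not tested. Median centring gave 1543 genes higher and 2084 lower and quantile normalization 1624 and 1851, with medians of −0.057 and −0.031 for the log2 change of all genes, against 0.0069 without them. Quantile normalization turned the ribosomal list (median 0.076), the mitochondrially encoded list (0.044) and RPL8 (log2 change 0.23, adjusted p = 0.00904 from limma) upward; the cause was not tested.

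With the replicate number as a block, 1623 genes were higher and 1638 lower. Same-numbered libraries did not deviate together (correlations of 0.00067, −0.013 and 0.0078 over genes), and 1 of 6 libraries correlated best with its own number. The paper calls the samples paired without saying what pairs them, and the numbers were not taken as pairs. Across the other named genes and lists, 2630 gene values stayed on their side of the threshold, 86 lost the call, 26 gained it and 1 turned direction. For lists these numbers were 404, 41, 10 and 2. A turn was counted only where the main fit or the alternative made a call. Uncalled values that changed sign, such as that of SPP1, are therefore among those that stayed. For lists the direction is that of camera, so that a median may change sign without being counted. Not run were the authors' own p-values, a restriction to protein-coding genes, since the table holds no others, and a robust prior for gene lists, which camera does not take. The 1.77 times lower depth of the PA libraries limits calls on genes of few reads.

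The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 3570 genes and the highest other 1. At the thresholds of the methods these numbers were 1108 and 69 genes, and for gene lists 19 and 12. Every other split has control and PA libraries on both sides, so that a difference between the conditions widens the spread within its groups. The other splits are therefore not a reference free of treatment, and no conclusion is drawn from them.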

Differences from the paper's values

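The paper's mRNA folds are PCR values, and its methods name GAPDH as the internal control. GAPDH fell here (ratio of mean FPKM 0.731). Each fold is therefore given both as a ratio of mean FPKM and relative to GAPDH, a scale chosen after the values were seen. Under the alternatives the fold is not a ratio of mean FPKM but is back-transformed from the log2 change of that fit. Values are said to differ where one is more than 1.5 times the other and the gap exceeds the SD of the 3 PA libraries relative to the control mean. This SD leaves out the spread of the control libraries and that of the paper's own values. In Fig. 5H the paper shows SLC3A2 mRNA at about 14 times the control, read by eye. The ratio of mean FPKM here was 4.21, or 5.76 relative to GAPDH, and both differed from the paper's value. So did the fold on both scales under all 17 alternatives that give one, which were set before the data were examined. For SLC7A11 the paper shows about 6.6 times the control in Fig. 5H, read by eye, and the ratio here was 8.22, or 11.2 relative to GAPDH. Relative to GAPDH it differed from the paper's value, as did the fold under 15 of the 17 alternatives. That fold lay within 1.5 times with quantile normalization (8.54) or without control replicate 3 (9.71). As a ratio of mean FPKM the value lay above the paper's but within 1.5 times of it, as did the fold not taken relative to GAPDH under all 17. In Fig. 4G the paper shows FADS1 mRNA at about 3 times the control, read by eye, and FADS2 mRNA at about 3.7 times, read by eye. For FADS1 the ratio of 1.58 differed from the paper's value, as did the fold under all 17 alternatives. Relative to GAPDH the value of 2.16 lay below the paper's but within 1.5 times of it. The same held for the fold under 16 of the 17, the exception being quantile normalization (1.76). For FADS2 the ratio of 1.05, or 1.44 relative to GAPDH, differed from the paper's value, as did the fold under all 17 alternatives on both scales. The control libraries of FADS2 spread widely, at 5.36 ± 2.59 FPKM (mean ± SD, n = 3). For FADS1 limma gave a log2 change of 0.65 (adjusted p = 0.00257), for FADS2 one of 0.14 (standard error 0.31, adjusted p = 0.77); these genes overlap in one Cuffdiff locus, and no setting called FADS2. At the thresholds of the methods 679 genes were upregulated and 429 downregulated here, against the paper's 797 and 469. The fold here was taken on the log2(FPKM + 1) scale, which understates the change of genes near 0. With the fold as the ratio of mean FPKM the numbers were 861 and 549, above the paper's. They lay within 1.5 times of the paper's under all 19 alternatives.

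The heatmap of Fig. 5B, its directions read by eye, draws 23 labels higher in PA-treated cells, which are 24 genes with GCL taken as GCLC and GCLM. Here 15 of them were higher by limma, 1 was lower, 6 did not pass the test and 2 were not tested; 20 of the 22 tested had a positive log2 change. TFRC is drawn higher in the heatmap and was lower here (log2 change −0.61), as in edgeR (−0.44, adjusted p = 1.54e-07). RPL8 is drawn higher and had a log2 change of −0.015 (adjusted p = 0.834 from limma), and quantile normalization called it higher (0.23). ACSL4 was called higher by edgeR and DESeq2, SLC11A2 by edgeR, and LPCAT3 without PA replicate 3; no setting called VDAC2 or IREB2. ALOX15 was listed at 0 in all 6 libraries. CYBB had 0.416 ± 0.246 FPKM in control cells and 1.11 ± 0.131 FPKM in PA-treated cells (SD, n = 3), under the expression minimum. The 6 genes drawn lower all had a negative change here, and 3 of them (GPX4, PCBP2 and STEAP3) were lower by limma. Of the other three, NCOA4 was called lower by edgeR, DESeq2, median centring and without PA replicate 1, SLC39A8 by edgeR (adjusted p = 0.0136) and without PA replicate 1 (0.0487), and GSS by no setting.

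For proteins of HK-2 cells, another measure than mRNA, the paper describes KIM-1, CD44 and DGAT1 as upregulated, ACSL1 and ELOVL2 as activated and SCD1 as suppressed. Here the mRNA of HAVCR1 (KIM-1) and CD44 was lower (log2 changes −0.73 and −0.55 by limma), that of SCD was higher (3.03), and those of ACSL1 (−0.42; edgeR and DESeq2 called it lower) and DGAT1 did not pass the test. For DGAT1 the log2 change was −0.40 by limma and −0.041 by edgeR, and over planned settings it ranged from −0.71 to 0.015. ELOVL2 was listed at 0 in all 6 libraries. The paper also describes FADS1 and FADS2 as upregulated and ELOVL5 as activated. The mRNA of FADS1 was higher here, and those of FADS2 (−0.18 to 0.44 over planned settings) and ELOVL5 (log2 change 0.065, adjusted p = 0.608 from limma) did not pass the test.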

Other observations

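Markers that kidney studies use for tubule injury went both ways in PA-treated HK-2 cells. LCN2 (NGAL) and the cytokine IL18 (log2 change 1.39) were higher, and HAVCR1, which encodes KIM-1, was lower, from 41.7 ± 6.59 FPKM in control cells to 24.5 ± 1.73 FPKM (mean ± SD, n = 3 each; log2 change −0.73, adjusted p = 0.00475 from limma). Of 18 measured injury markers, 3 were higher and 11 lower (3 and 11 adjusted over the list alone, median −0.52, adjusted p = 0.00221 from camera of limma, 0.137 with an estimated correlation), among them KRT7 and CTGF (−1.23). Of 16 crystal adhesion and hyaluronan genes, 2 were higher and 9 lower (2 and 9 adjusted over the list alone, median −0.26, adjusted p = 0.0171 from camera of limma, 0.141 with an estimated correlation). With quantile normalization their median was −0.095 (adjusted p = 0.266) and with no expression minimum −0.049 (0.0591). CD44, the hyaluronan receptor, went from 645 ± 15.1 to 442 ± 32.7 FPKM (log2 change −0.55, adjusted p = 0.000373 from limma; −0.33 with quantile normalization), HAS3, a hyaluronan synthase, fell by 2.04 on the log2 scale, and ANXA1 rose by 1.24. SPP1, which encodes osteopontin, had 2.84 ± 0.925 and 5.10 ± 4.99 FPKM (log2 change 0.39, standard error 0.51, adjusted p = 0.601 from limma). The sign of this change rests on PA replicate 2, without which it was −0.24 (0.624). The paper reports KIM-1, CD44 and osteopontin as protein.

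Single fatty acid genes changed, while none of the fatty acid lists given here passed camera of limma. Fatty acid synthesis (adjusted p = 0.00013), synthesis of polyunsaturated fatty acids (0.00178) and PPARα targets (0.0343) passed fry of limma, which does not compare a list with other genes. Beta-oxidation (0.638) and glycerolipid synthesis (0.314) did not pass fry. SCD, the stearoyl-CoA desaturase that the paper calls SCD1 and measures as protein, went from 13.4 ± 0.330 to 117 ± 5.91 FPKM (log2 change 3.03, standard error 0.099, adjusted p = 4.77e-07 from limma). Also higher were the lipid droplet coat gene PLIN2 (1.80), the malic enzyme ME1 (1.40) and SREBF1 (1.04), a transcription factor of lipid synthesis, and ACACB, an acetyl-CoA carboxylase, was lower (−1.38, adjusted p = 0.0176 from limma). On reads ACACB had smaller log2 changes, −0.83 with edgeR (adjusted p = 0.0401), −0.81 with DESeq2 (0.129) and −0.55 with edgeR after thinning to the shallowest library, a setting added later (0.263), and its call also ended without control replicate 1 (0.0615) or 2 (0.0725). Of 12 genes of fatty acid synthesis, 3 were higher and 3 lower (3 and 4 adjusted over the list alone, 5 and 6 by edgeR, median −0.18, mean 0.19, adjusted p = 0.88 from camera of limma in the upward direction). Of 22 genes of beta-oxidation, 2 were higher and 2 lower (0 and 0 adjusted over the list alone, where edgeR over all genes called 2 and 4; median −0.013, adjusted p = 0.88 from camera of limma). Of 16 genes of glycerolipid synthesis, 3 were higher and 1 lower (2 and 1 adjusted over the list alone, median −0.025, mean 0.091, adjusted p = 0.914 from camera of limma in the upward direction). Of 17 PPARα targets, 3 were higher (2 adjusted over the list alone, 4 higher and 1 lower by edgeR, median 0.13, adjusted p = 0.255 from camera of limma). Of 7 genes that make polyunsaturated fatty acids, 3 were higher and 0 lower (3 and 0 adjusted over the list alone, 4 and 0 by edgeR, median 0.21, adjusted p = 0.111 from camera of limma). The median of these 7 genes was 0.35, 0.38 and 0.14 without control replicate 1, 2 and 3, 0.32 without PA replicate 1 and 0.14 with quantile normalization. Over planned settings the medians ranged from −0.25 to −0.0064 for fatty acid synthesis, −0.093 to 0.11 for beta-oxidation, −0.13 to 0.082 for glycerolipid synthesis and 0.068 to 0.18 for PPARα targets. ELOVL2 was listed at 0 in all 6 libraries. ACSL1 had a log2 change of −0.42 (adjusted p = 0.054 from limma; called lower in several settings, in a range of 7.51e-05 with edgeR to 0.159 over planned settings), DGAT1 −0.40 (0.447; −0.041 with edgeR and 0.015 without PA replicate 3), ELOVL5 0.065 (0.608) and PPARA 0.48 (0.218; called higher by edgeR, 3.22e-06, and DESeq2, and up to 0.548 in other planned settings). GPAM, which encodes GPAT1, had −0.32 (0.219; called lower by edgeR, 0.000426, and DESeq2, 0.00301, and up to 0.417 in other planned settings), and PRKCZ 1.04 (0.009).

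Of 12 genes of PKC zeta and PEBP1 signalling, 2 were higher and 2 lower (2 and 2 adjusted over the list alone, median −0.13, adjusted p = 0.88 from camera of limma); ARAF had a log2 change of −1.07. Of 11 BCL2 family genes, 3 were higher and 2 lower (3 and 2 adjusted over the list alone, median −0.19, mean 0.018, adjusted p = 0.908 from camera of limma in the upward direction), with PMAIP1 at 1.03 and BID at −1.79. Of 20 genes of glycolysis and hypoxia, 8 were higher and 8 lower (8 and 8 adjusted over the list alone, median 0.13, mean 0.19, adjusted p = 0.808 from camera of limma in the downward direction). Over planned settings the medians of these 3 lists ranged from −0.19 to −0.057, −0.26 to −0.053 and 0.00017 to 0.14. NDRG1 rose by 2.69 on the log2 scale, and GAPDH, often used as a reference gene, went from 2250.6 ± 89.7 to 1645 ± 66.0 FPKM (log2 change −0.45, adjusted p = 0.000219 from limma). With quantile normalization its log2 change was −0.18 (adjusted p = 0.049). Of 31 listed proximal tubule genes, only 7 reached the expression minimum, so that the list says little of proximal tubule identity. Of these 7, 3 were lower, among them PAX2 (−1.25), and none was higher by limma (3 lower adjusted over the list alone, 1 higher by edgeR, median −0.15, adjusted p = 0.174 from camera of limma). Their median moved from −0.69 without PA replicate 1 and −0.50 without control replicate 2 to −0.066 without control replicate 1 and 0.0054 with no expression minimum. Of 6 measured interferon-stimulated genes 2 were lower (2 adjusted over the list alone, median −0.29, adjusted p = 0.242 from camera of limma), with a median of −0.044 with no expression minimum (0.679). Of 4 measured metallothioneins, MT2A (−0.91) and MT1E (−0.81) were lower (2 adjusted over the list alone). Of markers of other cell types, 1 of leukocytes, 0 of endothelium and 3 of fibroblasts and pericytes reached the expression minimum. So did 1, WT1, of the joint list of distal nephron, collecting duct and podocyte markers. None of these 5 was called by limma over all genes. Adjusted over the list alone, CD68 (log2 change −1.15) and WT1 (−0.69), each the single measured gene of its list, were lower, and edgeR called WT1 lower; both are named after their values were seen.

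The test of the following hypothesis was chosen after the ferroptosis list was seen. The rise of that list may rest on members that the ATF4 or NRF2 lists also hold, which are FTH1, FTL, GCLC, GCLM, HMOX1, SLC3A2 and SLC7A11. These 7 members were all higher (median log2 change 1.64), and the other 26 had a median of 0.13, with 7 higher and 5 lower and a camera p of 0.232 from limma (0.296 with an estimated correlation). The mean of the shared members lay 1.65 above that of the others on the log2 scale (permutation test over genes, two-sided, 100000 resamples, p = 0.00043; genes are not independent replicates). The ATF4 and NRF2 lists rose as wholes (medians 1.50 and 1.06), so that the permutation test largely repeats that rise. The other 26 members did not pass camera, as the hypothesis predicts, but taking out 7 of the 14 higher members weakens the list in any case. A camera p of 0.232 does not show that the 26 did not rise. Their mean log2 change was 0.284, and SAT1, the largest rise of the list, is among them. No conclusion is drawn from this result. The values do not separate a ferroptosis response from a shared stress response, since the same genes belong to both.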
